# Multi-kinase control of environmental stress responsive transcription

**DOI:** 10.1371/journal.pone.0230246

**Published:** 2020-03-11

**Authors:** Kieran Mace, Joanna Krakowiak, Hana El-Samad, David Pincus

## Abstract

Cells respond to changes in environmental conditions by activating signal transduction pathways and gene expression programs. Here we present a dataset to explore the relationship between environmental stresses, kinases, and global gene expression in yeast. We subjected 28 drug-sensitive kinase mutants to 10 environmental conditions in the presence of inhibitor and performed mRNA deep sequencing. With these data, we reconstructed canonical stress pathways and identified examples of crosstalk among pathways. The data also implicated numerous kinases in novel environment-specific roles. However, rather than regulating dedicated sets of target genes, individual kinases tuned the magnitude of induction of the environmental stress response (ESR)–a gene expression signature shared across the set of perturbations–in environment-specific ways. This suggests that the ESR integrates inputs from multiple sensory kinases to modulate gene expression and growth control. As an example, we provide experimental evidence that the high osmolarity glycerol pathway is an upstream negative regulator of protein kinase A, a known inhibitor of the ESR. These results elaborate the central axis of cellular stress response signaling.

## Introduction

Natural selection confers fitness to organisms that are able to adapt to environmental fluctuations. Changes in temperature, osmolarity and nutrient availability are recurrent stresses, and cells have evolved mechanisms to specifically sense and react to these and a variety of other environmental and internal perturbations. Such adaptive processes, collectively known as stress responses, have been extensively characterized at the transcriptional level in the model eukaryote *Saccharomyces cerevisiae* (budding yeast) [1–5]. Classical genetic and biochemical studies defined dedicated signaling pathways that sense and transmit several stress cues, including hyperosmotic shock, glucose starvation, and endoplasmic reticulum (ER) stress [6–9]. More recently, genome-wide genetic interaction studies have comprehensively quantified the effects of gene deletions on several stress response pathways including the ER unfolded protein response (UPR) and cytosolic heat shock response–not only identifying core signaling components but also modifiers of the responses [10, 11]. Most stress signaling pathways contain kinases that relay extracellular and subcellular information to transcription factors that control gene expression in the nucleus. However, stresses such as heat shock and oxidative damage–well characterized transcriptionally–have no kinase networks associated exclusively with them.

There are 129 kinases encoded in the *S*. *cerevisiae* genome, and high-throughput investigations have defined the protein-protein and genetic interactions among the members of the yeast “kinome” [12]. These analyses established the functional organization of the global kinase network and revealed mechanisms of redundancy and crosstalk in cell cycle regulation and developmental pathways [12–14]. However, the wiring of the kinome is not static. Under hyperosmotic stress conditions, genetic interactions among kinases are reconfigured, suggesting a plasticity to the underlying biochemical interactions [15]. Thus, two motivations–to identify kinases involved in transmitting stress signals and to explore roles for kinases that are contingent on the environment–prompted us to generate a dataset in which we measured global gene expression in a panel of kinase mutant yeast strains across a battery of environmental conditions.

## Results

### Measurement of global gene expression in 28 kinase mutants in ten environmental conditions

With the goal of understanding how environmental stress signals propagate through kinase pathways to alter gene expression, we constructed a set of 28 yeast strains harboring mutations in kinases implicated in stress response signaling (Fig 1A and 1B). In each strain, an endogenous kinase gene was replaced with an analog sensitive (AS) allele. The AS alleles encode a key “gatekeeper” mutation designed to preserve catalytic function while enabling the kinase to be inhibited by addition of a cell-permeable ATP analog [16]. For eight of the kinases, the gatekeeper mutant had not been previously generated or validated (Ksp1, Mrk1, Rim11, Rim15, Ssn3, Ste11, Yak1 and Ygk3). We did not develop assays to validate these conditional mutations in this study, so it is possible that the bioinformatically-defined gatekeeper mutations may not confer analog sensitivity to these kinases.

**Fig 1:**
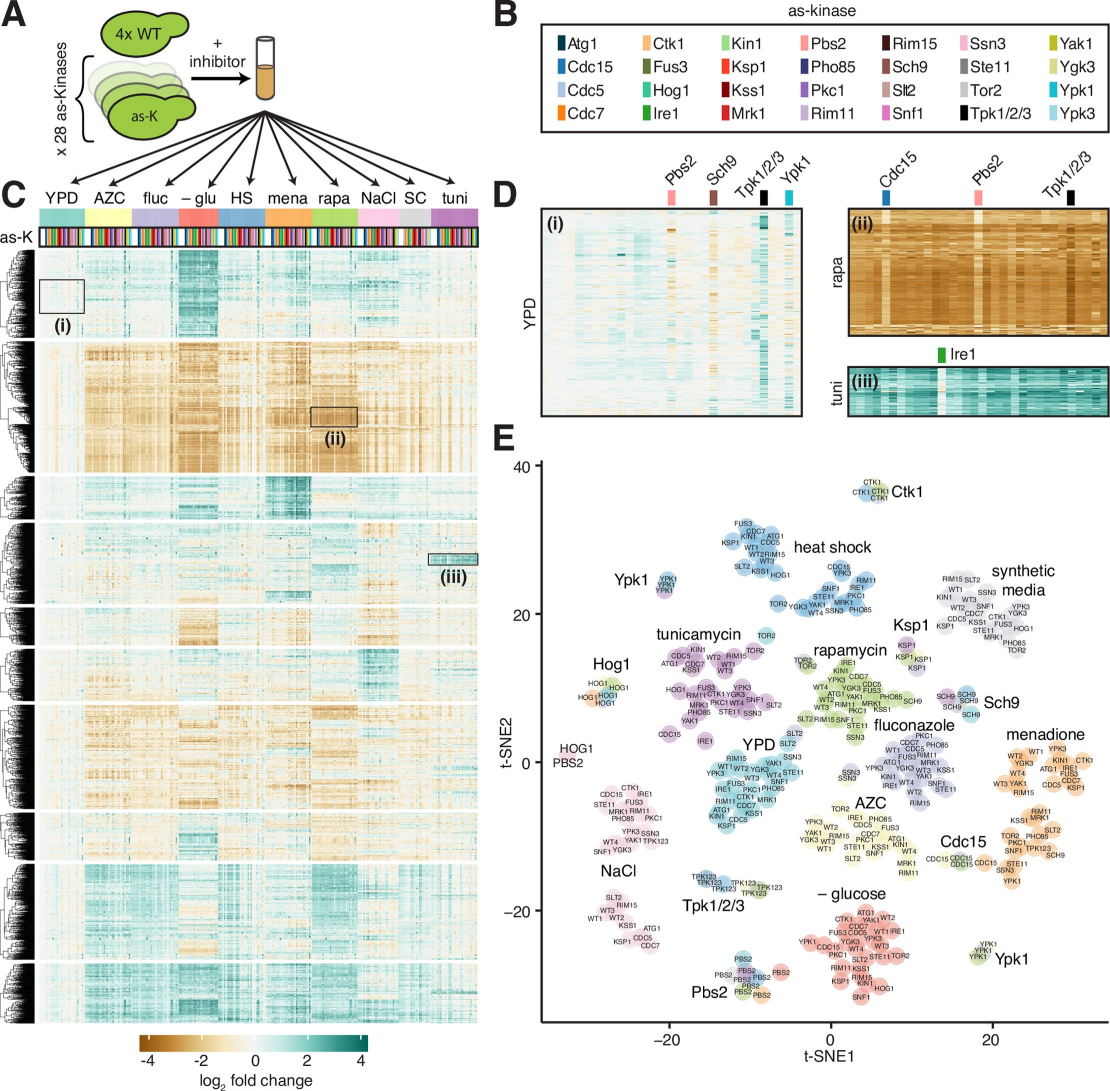
Measurement of global gene expression in 28 kinase mutants in ten environmental conditions. **A)** Schematic of experimental protocol. Four replicates of a wild type yeast strain and 28 isogenic strains harboring point mutations in genes encoding kinases that render the kinases “analog sensitive” (AS, see methods) were grown to exponential phase, treated with inhibitor cocktail for 5 min, and subjugated to one of 10 environmental conditions for 20 minutes. **B)** Color key indicating AS kinase strains in (c), (d) and (e). **C)** Expression heatmap of all genes across all samples in the dataset relative to the level of each gene in wild type cells in YPD. Gene rows are clustered hierarchically, samples are ordered by environmental condition and by AS kinase within each condition alphabetically. **D)** Expanded expression heatmaps for three regions: i) inhibition of Pbs2, Sch9, Tpk1/2/3, and Ypk1 resulted in altered expression of genes enriched for ribosome biogenesis factors in YPD; ii) inhibition of Cdc15, Pbs2 and Tpk1/2/3 altered levels of a set of genes induced by rapamycin enriched for alternative metabolic enzymes; iii) inhibition of Ire1 attenuated induction of genes enriched for ERAD components and UPR targets in tunicamycin. **E)** Clustering of RNA-seq samples following dimensionality reduction by PCA followed by t-SNE plotted on a two-dimensional projection. Environments are color-coded.

We grew the panel of mutant kinase strains along with four wild type replicates to exponential phase in rich media, added a cocktail of three ATP analogs to ensure efficient inhibition of the various kinases, and subjected this set of 32 strains to 10 different environments: rich media (YPD), synthetic media (SDC), heat shock (39°C), hyperosmotic shock (0.5 M NaCl), glucose depletion (YP osmo-balanced with sorbitol), endoplasmic reticulum (ER) stress (5 μg/ml tunicamycin), oxidative stress (250 μM menadione), proteotoxic stress (10 mM azetidine 2-carboxylic acid (AZC)), target of rapamycin (TOR) inhibition (1 μg/ml rapamycin), and antifungal drug exposure (250 μg/ml fluconazole). 

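Expression of every annotated yeast gene was counted in wild type and in the 28 AS kinase strains, which carry a kinase enlarged at its ATP pocket so that an inhibitor can enter. Single-end reads of 40 bases from polyA-selected RNA were aligned by the authors, who deposited counts for 6692 genes in each library. Cells received a cocktail of 3 inhibitors at 2 µM each, 5 minutes before 20 minutes in the environment. The environments were YPD, synthetic medium (SDC), heat shock at 39 °C, 0.5 M NaCl, glucose depletion, 5 µg/ml tunicamycin, 250 µM menadione, 10 mM azetidine-2-carboxylic acid (AZC), 1 µg/ml rapamycin and 250 µg/ml fluconazole. With the cocktail there were 300 libraries, 39 from wild type and 261 from AS kinase strains. Wild type had 4 libraries in each environment except SDC, which had 3. Each AS kinase strain had at most 1 library in an environment, so its difference from wild type in a single environment has no p-value. The AS kinase libraries numbered 28 in heat shock, tunicamycin, menadione, AZC, rapamycin and fluconazole, 27 in YPD, 24 in NaCl, 23 in glucose depletion and 19 in SDC. Counts assigned to genes ranged from 1927398 to 17745711 per library, with a median of 6062218. In wild type they ranged from 5065814 to 6745431 in YPD (median 5495210), 5608312 to 9353992 in SDC (6639973), 6676798 to 7357107 in heat shock (7113106), 5590140 to 12465480 in NaCl (8307628) and 6202132 to 7128054 in glucose depletion (6832356). The wild type ranges were 3784626 to 8179157 in tunicamycin (median 4893411), 4125095 to 4751234 in menadione (4432117), 5122436 to 7324827 in AZC (6126046), 3954130 to 6696950 in rapamycin (6160966) and 4153158 to 6246313 in fluconazole (5796553). AS kinase libraries held 4255067 to 8289360 counts in YPD (median 5625553), 4173392 to 8489176 in SDC (6846043), 4709157 to 7816836 in heat shock (6471203), 3524923 to 13409544 in NaCl (7645670) and 4899039 to 13723492 in glucose depletion (6390198). They held 2872206 to 9091583 in tunicamycin (median 6321165), 4294273 to 5768547 in menadione (5036354), 3157183 to 17745711 in AZC (6696032), 1927398 to 11021273 in rapamycin (3618052) and 4349410 to 12859338 in fluconazole (5639026). Gene positions are those of the sacCer3 (R64) genome. Wild type environments were compared with YPD by edgeR's quasi-likelihood test on counts, and an AS kinase strain was compared with wild type across environments by the same test with the environment as a covariate. Differences in single libraries are on the variance-stabilized log2 scale and are set beside the range that each wild type replicate gives against the mean of the others. The HIS3 transcript served as a partial check of strain labels, because every AS allele except Tpk1/2/3-as is listed with a HIS3 marker. HIS3 had a median under 5 CPM, counts scaled to the library total, in 27 of 28 AS kinase strains. Its median was 41.3 CPM in wild type and 26.7 CPM in Tpk1/2/3-as. HIS3 can set wild type and Tpk1/2/3-as apart from the 27 strains, but not those from each other. Why strains listed with the marker had few HIS3 counts was not tested. The mRNA of the AS kinase stayed within 1 log2 unit of wild type for 26 of 30 kinase genes in their own strains, with SCH9 at 1.82, TPK1 at 1.32, MRK1 at 1.00 and SLT2 at -1.08.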

We harvested cells following 20 minutes in each environment, purified total RNA, and performed polyA+ RNA sequencing, generating a total of 301 deeply sequenced transcriptome-wide datasets (> 25X genome coverage for all samples). Since stress responses are inherently transient, we chose the 20-minute timepoint to allow for enough time for the stress to be perceived and lead to transcriptional changes, but before the responses were attenuated. Due to sequencing constraints, we did not perform experiments in the absence of inhibitor cocktail nor were we able to perform biological replicates for the mutant strains in each condition, limiting our statistical power for any one gene in any mutant in a given condition. However, the four replicates of wild type in each condition provided us with high statistical power for the expression of each gene in the genome in all conditions in the reference strain. 

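Wild type replicate 4 lay apart from replicates 1 to 3 in heat shock, NaCl and tunicamycin, and so did replicate 1 in rapamycin. Heat shock replicate 4 differed from the other 3 by 89.3 to 170 times the sampling variance of counts, and those differed from each other by 4.76 to 25.9 times. In NaCl these values were 69.6 to 126 and 2.48 to 6.75, and in tunicamycin 45.5 to 170 and 10.0 to 37.9. Ribosome biogenesis genes, which assemble the ribosome, had a median of 7.06 on the log2 scale in NaCl replicate 4 and of 5.39 to 5.55 in NaCl replicates 1 to 3. Cytosolic ribosomal protein genes followed, at 11.0 in NaCl replicate 4 and 9.40 to 9.62 in the others. General stress-induced genes, such as those for trehalose synthesis and small heat shock proteins, had a median of 10.1 in AZC replicate 2 and of 10.3 to 10.4 in the other AZC replicates. Rapamycin replicate 1 differed from replicates 2 to 4 by 34.0 to 39.5 times, while those 3 differed from each other by 1.56 to 5.52 times. In the other 6 environments pairs with the cocktail differed by 4.16 to 35.2 times. No pair among 117 pairs of wild type libraries from the same environment was identical. On counts simulated with the spread of the heat shock and YPD replicates, edgeR recovered 92.5% of 67 genes changed 1.5-fold and 100% of 67 genes changed 2-fold, with 5 false calls.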

While we sequenced RNA from each mutant strain 10 times across the conditions, our choice to sacrifice biological replicates for the mutants in each environment enabled us to broadly survey conditions.

We aligned reads, quantified read counts per gene [17] and used DESeq2 to generate normalized expression values (see methods) [18]. With this processed data, we calculated the log_2_ fold change of each gene in each sample with respect to wild type cells in YPD plus inhibitor cocktail. 

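Several environments moved a gene list tied to their action in wild type, and most of these lists also moved in other environments. Glucose depletion raised the genes of respiration, AZC raised chaperone genes, menadione raised oxidative defence genes, fluconazole raised ergosterol genes and rapamycin raised genes for poor nitrogen sources. Gene lists were written down before the data were examined. In glucose depletion 38 of 38 oxidative phosphorylation genes rose (38 adjusted over the list alone), with a median log2 change of 2.34 against YPD, and the next highest count was 18 in AZC (17). JEN1, a lactate and pyruvate transporter, rose by 6.31 (standard error 0.12, adjusted p = 2.3e-14 from edgeR). In AZC, a proline analog that misfolds proteins, 36 of 40 Hsf1 targets rose and 2 fell (36 and 2 adjusted over the list alone), and 31 rose in menadione (32). SSA4, an Hsp70 chaperone, rose by 2.26 (standard error 0.09, adjusted p = 6.4e-10). Menadione, which generates superoxide, raised 44 of 47 oxidative defence genes and lowered 2 (45 and 2 adjusted over the list alone), and the next highest count of rises was 29 in glucose depletion (30). HBN1, a nitroreductase-like gene on chromosome III from 73405 to 73986, went from 8.31 ± 1.81 CPM in YPD to 3411 ± 803 CPM (SD, n = 4 each), a log2 change of 8.68 (standard error 0.26, adjusted p = 6.3e-10). In fluconazole, which inhibits ergosterol synthesis, 18 of 27 ergosterol genes rose and 3 fell (19 and 4 adjusted over the list alone), while 21 rose in AZC (21). ERG12, mevalonate kinase, rose by 1.71 and ERG3, a sterol desaturase, fell by 0.48 (adjusted p = 2.8e-09 and 0.00014). Rapamycin raised 36 of 42 genes under nitrogen catabolite repression and lowered 4 (36 and 4 adjusted over the list alone), including a rise of 3.74 in the GABA permease gene UGA4 (standard error 0.19, adjusted p = 9.2e-09). As many of these genes rose in AZC, 36 (37), and nearly as many in fluconazole, 34 (34), heat shock, 33 (34), and NaCl, 32 (32). PHO84, the phosphate transporter, was lower in SDC than in YPD by 7.44 (standard error 0.31, adjusted p = 2.0e-07 from edgeR). The paper names YPD or SDC as the medium in which cells grew before treatment. The SDC values therefore compare growth media and do not show a response to a shift. In SDC 13 of 19 phosphate regulon genes were lower and 3 higher (13 and 3 adjusted over the list alone). Of these genes 15 fell in NaCl and in glucose depletion (15 and 15).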

Hierarchical clustering revealed a structured matrix ordered with respect to environmental perturbations in the horizontal direction (Fig 1C). 

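General stress-induced genes rose more often than they fell, and most ribosome genes fell, in wild type under every perturbation but tunicamycin. In tunicamycin few ribosome genes passed the test over all genes, and wild type replicate 4 lay apart from the others. The list of 160 ribosome biogenesis genes holds nucleolar assembly factors and RNA polymerase I subunits, and the list of 137 cytosolic ribosomal protein genes holds RPL and RPS genes. Ribosome biogenesis genes that fell numbered 159 in glucose depletion and AZC, 158 in NaCl and rapamycin, 157 in fluconazole, 156 in SDC, 155 in menadione and 150 in heat shock. Adjusted over the list alone, the counts were 159, 159, 158, 158, 157, 157, 155 and 153. Their median log2 changes ran from -1.71 in heat shock and menadione to -4.41 in glucose depletion. In tunicamycin 3 of these genes fell and 1 rose (0 and 1 adjusted over the list alone), although their median was -0.56. Over all genes 1038 passed in tunicamycin, 366 of them lower, and without replicate 4 2696 passed, 1329 of them lower. Few calls there are therefore not evidence that the ribosome genes did not respond. NSR1, a nucleolar protein for pre-rRNA processing, fell by 6.90 in glucose depletion (standard error 0.20, adjusted p = 2.2e-13). RPA190, the largest subunit of RNA polymerase I, fell by 4.99 in rapamycin (standard error 0.16, adjusted p = 1.1e-09). GRC3, a kinase of rRNA processing on the same list, rose by 1.03 in rapamycin (adjusted p = 3.5e-06). Ribosomal protein genes that fell numbered 135 to 136 in the 8 environments other than tunicamycin and 21 in tunicamycin (96 adjusted over the list alone). Of 87 general stress-induced genes, 81 rose in glucose depletion, 78 in NaCl, 71 in SDC, 68 in heat shock, 60 in AZC, 56 in menadione, 54 in fluconazole, 43 in rapamycin and 9 in tunicamycin. Adjusted over the list alone, these counts were 81, 79, 72, 70, 60, 56, 56, 43 and 9. In the same order 1, 2, 3, 10, 9, 7, 21, 19 and 15 of these genes fell (3, 3, 3, 10, 9, 7, 21, 19 and 16), so more fell than rose in tunicamycin. TMA10, a ribosome-associated stress protein, rose by 7.95 in glucose depletion (standard error 0.19, adjusted p = 3.9e-14). ALD2, an aldehyde dehydrogenase, rose by 3.26 in rapamycin, and HXK1, hexokinase, fell by 2.58 there (adjusted p = 1.4e-07 and 4.5e-09).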

The genes formed ten clusters in the vertical direction, with the top two clusters enriched for stress response genes and ribosome biogenesis genes, respectively (see S1 Table for gene ontology terms associated with each cluster). Inhibition of certain kinases also induced structured patterns in certain environments. For example, zooming into the top cluster enriched for stress response genes, it is evident that inhibition of Pbs2-as, Sch9-as, Tpk1/2/3-as, and Ypk1-as altered expression of many genes in the absence of any environmental perturbation (Fig 1D-i). 

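In YPD with the cocktail, Tpk1/2/3-as raised stress genes and lowered ribosome biogenesis genes, while Pbs2-as and Sch9-as moved both lists the opposite way. Ypk1-as raised stress genes with a smaller change in ribosome biogenesis genes. Each value is 1 AS kinase library minus the mean of 4 wild type libraries on the log2 scale. The median of the 87 stress-induced genes was 1.62 in Tpk1/2/3-as, 0.49 in Ypk1-as, -0.45 in Pbs2-as and -0.85 in Sch9-as, against -0.11 to 0.11 for wild type replicates. The median of ribosome biogenesis genes was -1.67 in Tpk1/2/3-as, 0.22 in Ypk1-as, 0.85 in Pbs2-as and 0.73 in Sch9-as, against -0.20 to 0.29 for wild type replicates, so Ypk1-as lay within that range. HSP12 encodes a small membrane-stabilizing stress protein and lies on chromosome VI from 107256 to 107585. It was 7.29 higher in Tpk1/2/3-as, 5.80 higher in Ypk1-as and 0.84 higher in Sch9-as, and its difference was -3.26 in Pbs2-as. FMP45, an eisosome-associated membrane protein gene, was 5.93 higher in Tpk1/2/3-as, and TKL2, a transketolase gene, was 5.65 higher. HSP30, a negative regulator of the plasma membrane proton pump, went against that direction with a difference of -6.79. In Ypk1-as the stress gene SPI1, a cell wall protein, was 3.24 higher, while CHA1, serine deaminase, differed by -5.42 and ARO10, a decarboxylase of amino acid breakdown, by -4.53. In Pbs2-as AFB1, an a-pheromone binding protein gene, differed by -5.69, PYK2, a pyruvate kinase gene, by -4.95, and the phosphate transporter gene PHO89 by 3.43. In Sch9-as PGM2, phosphoglucomutase, differed by -2.38 and RTN2, a reticulon gene, by -2.16. MNL1, a mannosidase gene of ER protein degradation, was 2.82 higher in Sch9-as, and it lies on chromosome VIII from 506319 to 508709, beside SCH9, the locus altered in that strain. In YPD with no inhibitor, in log2 CPM, Sch9-as was already at -0.62 for stress genes and 0.47 for ribosome biogenesis genes. Ypk1-as was at -0.31 and 0.40, Tpk1/2/3-as at -0.43 and 0.09 and Pbs2-as at 0.19 and 0.01. Wild type replicates without it spanned -0.20 to 0.21 and -0.08 to 0.10.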

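In rapamycin, ribosome biogenesis genes were higher than wild type in Pbs2-as and Cdc15-as and lower in Tpk1/2/3-as. The median difference was 1.97 in Pbs2-as, 1.53 in Cdc15-as and -0.59 in Tpk1/2/3-as, and wild type replicates spanned -0.12 to 0.28. CGR1, a factor for 60S subunit assembly on chromosome VII from 440063 to 440425, was 3.33 higher in Pbs2-as. NOP14, a 40S assembly factor, was 3.31 higher and NIP7, a 60S assembly factor, was 3.13 higher in that strain. DBP2, an RNA helicase gene, was 3.12 higher in Cdc15-as (wild type 5.15 ± 0.37, SD, n = 4) and differed by -0.33 in Pbs2-as. NOG2, a GTPase of 60S export, was 2.74 higher in Cdc15-as and RPA190 was 2.73 higher. In Tpk1/2/3-as CIC1 differed by -2.59 and RLP24 by -2.20, both 60S assembly factors, while RRN3, an RNA polymerase I initiation factor, was 1.15 higher. The daughter-cell genes DSE1 and SCW11, which separate mother and daughter walls, differed by -4.06 and -3.57 in Cdc15-as in the same library.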

In the cluster enriched for ribosome biogenesis genes, inhibition of Cdc15-as, Pbs2-as, and Tpk1/2/3-as followed by treatment with rapamycin resulted in dysregulation of many genes (Fig 1D-ii). 

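In tunicamycin, which blocks N-glycosylation in the ER, Ire1-as had lower unfolded protein response (UPR) genes than wild type. Ire1 is the ER membrane kinase and nuclease that splices the HAC1 mRNA. In wild type the drug raised 50 of 73 UPR genes and lowered 1 (54 and 3 adjusted over the list alone), with a median log2 change of 0.85 against YPD. SIL1, a nucleotide exchange factor for the ER chaperone Kar2, lies on chromosome XV from 266264 to 267529 and went from a mean of 65.7 to 574 CPM (n = 4 each). Its log2 change was 3.13 (standard error 0.14, adjusted p = 6.4e-06 from edgeR). INO1, inositol phosphate synthase, rose by 3.28, ERO1, an ER oxidase, by 2.81 and MPD1, a disulfide isomerase, by 2.47 (adjusted p = 0.00081, 4.3e-05 and 6.4e-06). HAC1 mRNA itself rose by 1.07 (standard error 0.15, adjusted p = 0.0022). In the Ire1-as library the UPR median lay at -0.49 from the wild type mean, against -0.26 to 0.25 for wild type replicates, and 55 of 73 genes were lower. None of 10000 random lists of matched expression had a median as low, and against the replicate of the same wells the median was -0.65. INO1 differed by -4.14 (wild type 9.95 ± 0.84, SD, n = 4), SIL1 by -2.47 (wild type 11.69 ± 0.25) and JEM1, an ER Hsp40 gene, by -2.16 (wild type 9.53 ± 0.36). ALG5, a glycosylation enzyme, went the other way at 0.66. Across the environments Ire1-as lowered 3 UPR genes and raised none (6 and 0 adjusted over the list alone), among them KAR2 with a fall of 0.60 (standard error 0.13, adjusted p = 0.0084). Without heat shock, NaCl and tunicamycin, a choice made after the data were seen, 5 fell and 2 rose (5 and 3).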

Another example is Ire1-as, inhibition of which had an effect on genes involved in ER stress specifically in tunicamycin (Fig 1D-iii).

To visualize similarity among the samples across the full dataset, we performed principal component analysis and t-distributed stochastic neighbor embedding (t-SNE) (Fig 1E) [19]. In this low dimensional representation of the data, samples that are correlated across the transcriptome should group together. 

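Libraries of an environment resembled each other more than libraries of a strain did, judged by correlation across all genes. For 268 of 300 libraries (89.3%) the most correlated other library came from the same environment, and for 51 (17.0%) it came from the same strain. With environment labels shuffled, 9.71% of libraries matched on average and at most 17.3% did. Each environment with the cocktail has a plate label of its own, the letters in its library names. Likeness within an environment therefore cannot be told apart from likeness within a plate. NaCl, glucose depletion and menadione each held together fully, at 28 of 28, 27 of 27 and 32 of 32 libraries. Rapamycin and AZC each reached 25 of 32 and fluconazole 24 of 32. The first principal component held 35.5% of the variance and the next held 20.1%. Wild type replicate 1 in rapamycin was nearest to Cdc5-as in tunicamycin rather than to its own group.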

In general, we observe that clusters form among samples exposed to the same environmental perturbations. However, additional clusters formed among several groups of samples in which a common kinase was inhibited–irrespective of environment–such as Tpk1/2/3-as (homologs of protein kinase A) and the TOR pathway kinases Sch9-as and Ypk1-as. 

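Of the 32 libraries nearest to one of another environment, 29 were nearest to a library of their own strain. They came from Pbs2-as in 7 cases, Tpk1/2/3-as and Ypk1-as in 6 each, Tor2-as in 3, Hog1-as, Sch9-as and Ssn3-as in 2 each and Ctk1-as in 1. Pbs2 is the MAP kinase kinase of the high osmolarity pathway, Tpk1/2/3 form protein kinase A, and Ypk1, Sch9 and Tor2 act in TOR signaling.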

The t-SNE analysis serves to underscore the above observation that environmental perturbations have a dominant effect on gene expression. Notably, however, inhibition of Tpk1/2/3 and TOR pathway kinases resulted in transcriptome-wide effects with comparable magnitude to environmental perturbations.

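Tpk1/2/3-as, Ypk1-as and Sch9-as differed from wild type in genes of several lists across environments, all with the cocktail. Each strain was compared with wild type over its own environments, with 1 library of the strain in each. Tpk1/2/3-as changed 4069 genes, 1972 up and 2097 down, Ypk1-as changed 3362 and Sch9-as changed 2436. In Tpk1/2/3-as 84 of 87 stress-induced genes rose and 1 fell (84 and 2 adjusted over the list alone). HSP12 went from a mean of 685 CPM in wild type to 12694 CPM (adjusted p = 1.1e-18), and DDR2, a multistress protein gene, rose by 4.87. TPO2, a polyamine exporter gene, fell by 3.31 and ARG1, argininosuccinate synthase, fell by 3.20 (adjusted p = 1.1e-15 and 1.2e-11). Of 92 amino acid biosynthesis genes, 70 fell and 13 rose in Tpk1/2/3-as (70 and 13 adjusted over the list alone), and 70 fell and 5 rose in Ypk1-as (70 and 5). All 43 mitochondrial ribosome genes rose in Tpk1/2/3-as and in Ypk1-as (43 and 43), with medians of 0.79 and 1.61. MRPS17, a mitochondrial ribosomal protein, rose by 3.11 in Ypk1-as (standard error 0.097, adjusted p = 1.3e-24). HXT2, a glucose transporter gene, rose by 3.90 in Ypk1-as. In Sch9-as 84 of 160 ribosome biogenesis genes rose and 2 fell (94 and 2 adjusted over the list alone), and 36 of 38 oxidative phosphorylation genes rose and none fell (36 and 0). NDE1, a mitochondrial NADH dehydrogenase, rose by 2.21 in Sch9-as (standard error 0.24, adjusted p = 2.4e-08), and DAN1, a cell wall mannoprotein of hypoxia, fell by 4.24. On simulated counts this comparison recovered 59.7% of genes changed 1.5-fold and 94.0% of those changed 2-fold, with 8 false calls.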

### Identification of kinase mutants that alter environment-specific gene expression

We next interrogated the dataset to determine which kinases contribute to gene expression in each environmental condition. Specifically, we asked which AS kinase strains displayed gene expression patterns that differed from wild type in each environment. To this end, we used the wild type replicates to define sets of differentially expressed genes in each environment compared to YPD (S2 Table, see methods). 

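Wild type changed at least 3354 genes in each of 8 environments and fewest genes in tunicamycin. Each environment has a plate label of its own, so these changes cannot be told apart from differences between plates. Glucose depletion changed 4572 genes against YPD, rapamycin 4159, fluconazole 4041, AZC 3973, heat shock 3898, NaCl 3875, SDC 3713, menadione 3354 and tunicamycin 1038. Heat shock raised 2000 and lowered 1898. RGI2, a respiratory growth gene, rose by 10.00 in glucose depletion (standard error 0.23, adjusted p = 2.3e-14), and UTP13, a component of the pre-rRNA processome, fell by 6.92. PDC6, pyruvate decarboxylase, rose by 4.19 in SDC (standard error 0.28, adjusted p = 7.5e-07). PDC5, another pyruvate decarboxylase gene, rose by 7.77 in menadione, and PST2, a flavodoxin-like oxidative stress protein, rose by 5.26 (adjusted p = 1.5e-09 and 6.3e-10). CYC1, cytochrome c, fell by 3.47 in menadione. DAL5, an allantoate permease gene, rose by 3.55 in rapamycin and PUT1, proline oxidase, rose by 3.31 in AZC (adjusted p = 2.7e-08 and 1.0e-09). AAH1, adenine deaminase, fell by 4.84 in NaCl and RTA1, a lipid transporter gene, rose by 3.11 in fluconazole (adjusted p = 4.5e-07 and 1.4e-08). The count in tunicamycin was 1773 with all wild type libraries in 1 fit, 2696 when replicate 4 was left out and 275 to 445 when replicate 1, 2 or 3 was left out.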

For these sets of differentially expressed genes, we determined the fold change of each gene in the AS kinase strains relative to the average wild type value under the same environmental perturbation.

First, we plotted these two quantities against each other for every AS mutant in ER stress (tunicamycin) (Fig 2A). We then used linear regression to apply a line of best fit to indicate trends in the levels of the differentially expressed genes. 

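The tunicamycin response of Cdc7-as and Fus3-as lay within the range of wild type replicates, and that of Ctk1-as lay just below it. The response of a strain was summarized by the slope, across the 1038 genes changed in wild type, of its difference from wild type on the wild type change. Genes are not independent replicates, so a slope has no p-value and is set beside the slopes of wild type replicates, which ran from -0.23 to 0.18. Cdc7-as, an S-phase kinase strain, had a slope of -0.06, Fus3-as, a pheromone MAP kinase strain, had -0.17 and Ctk1-as, an RNA polymerase II tail kinase strain, had -0.26. Against wild type of the same wells Cdc7-as was at -0.12, below a range of -0.09 to 0.11, and Fus3-as was at 0.01, inside it. With the deposited values, which lack replicate 4 and were chosen after the data were seen, both Cdc7-as and Fus3-as lay below the range. Hexose transporter genes HXT4 and HXT7 had log2 changes of -2.72 and -2.32 in wild type (adjusted p = 0.00063 and 1.7e-05). MCD4, an enzyme of membrane anchor synthesis, rose by 2.84 and YRO2, a membrane protein of acid stress, fell by 2.71 (adjusted p = 3.5e-05 and 0.00042).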

For the set of >1000 genes differentially expressed in tunicamycin, many AS kinases such as Cdc7-as, Ctk1-as and Fus3-as produce a response that is indistinguishable from that of wild type (flat regression line, few outliers). However, mutants such as Cdc15-as and Ire1-as show an attenuated response compared to that of the wild-type (regression lines with negative slopes), while Cdc5-as, Kin1-as and Ksp1-as show enhanced differential expression (regression lines with positive slopes). 

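Ire1-as and Cdc15-as had the lowest tunicamycin slopes of the 28 strains, and 5 further strains lay below the wild type range. The slope was -0.76 in Ire1-as and -0.39 in Cdc15-as, a strain in the mitotic exit kinase. Pbs2-as followed at -0.33, Ste11-as and Ssn3-as at -0.28 and Yak1-as at -0.25. Tor2-as, at 0.184, lay above the range, which ends at 0.175, and Kin1-as, Cdc5-as and Ksp1-as reached 0.17, 0.16 and 0.14, inside it. With DESeq2's list of changed genes, Cdc5-as, Ksp1-as and Kin1-as lay above the wild type range and 3 strains lay below it. Against wild type of the same wells 4 strains lay above the range of replicates 1 to 3, -0.09 to 0.11, and with the deposited values, which lack replicate 4 and were chosen after the data were seen, 20 lay below it. Strains in wells 4 to 8 of each run of 8 library numbers had a mean slope of -0.22 (n = 19) and those in wells 1 to 3 had 0.06 (n = 9, permutation test p = 8.0e-05). Ire1-as stayed lowest among the 19 strains of its own wells. YMR084W, a glucosamine synthase pseudogene, differed by -5.20 in the Cdc15-as library, XBP1, a transcriptional repressor gene, by -3.79 and INO1 by -1.80.

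**Figure D1:**
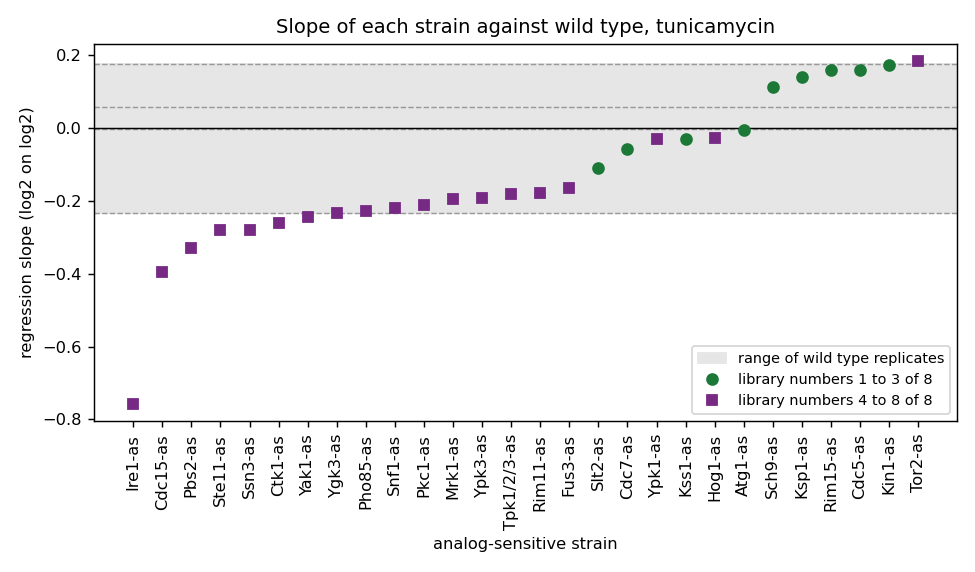
Regression slope of each AS kinase strain in tunicamycin, with green circles for library numbers 1 to 3 of 8, purple squares for 4 to 8 and a grey band with dashed lines for wild type replicates. Ire1-as is lowest at -0.76.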

The attenuated tunicamycin response in the Ire1-as cells is consistent with a known role for Ire1 in the unfolded protein response [6] but the other implicated kinases have not been previously associated with ER stress. An additional group of AS kinases including Tpk1/2/3-as and Ypk1-as have flat slopes but large numbers of outliers, indicating low correlation with wild type across the set of differentially expressed genes. This apparent global dysregulation suggests that inhibition of these kinases may impair the ability of the cell to sense or respond to tunicamycin.

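Tpk1/2/3-as and Ypk1-as had slopes inside the wild type range in tunicamycin, with little relation to the wild type response. The slope was -0.18 in Tpk1/2/3-as and -0.03 in Ypk1-as. The wild type change explained 3.40% of the variance of the Tpk1/2/3-as differences and 0.110% of those of Ypk1-as, across genes. It explained 65.1% in Ire1-as and 13.3% in Cdc15-as. In Tpk1/2/3-as the median of amino acid biosynthesis genes was -0.98 from wild type in tunicamycin, and in Ypk1-as it was -0.79, against -0.37 to 0.23 for wild type replicates.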

**Fig 2:**
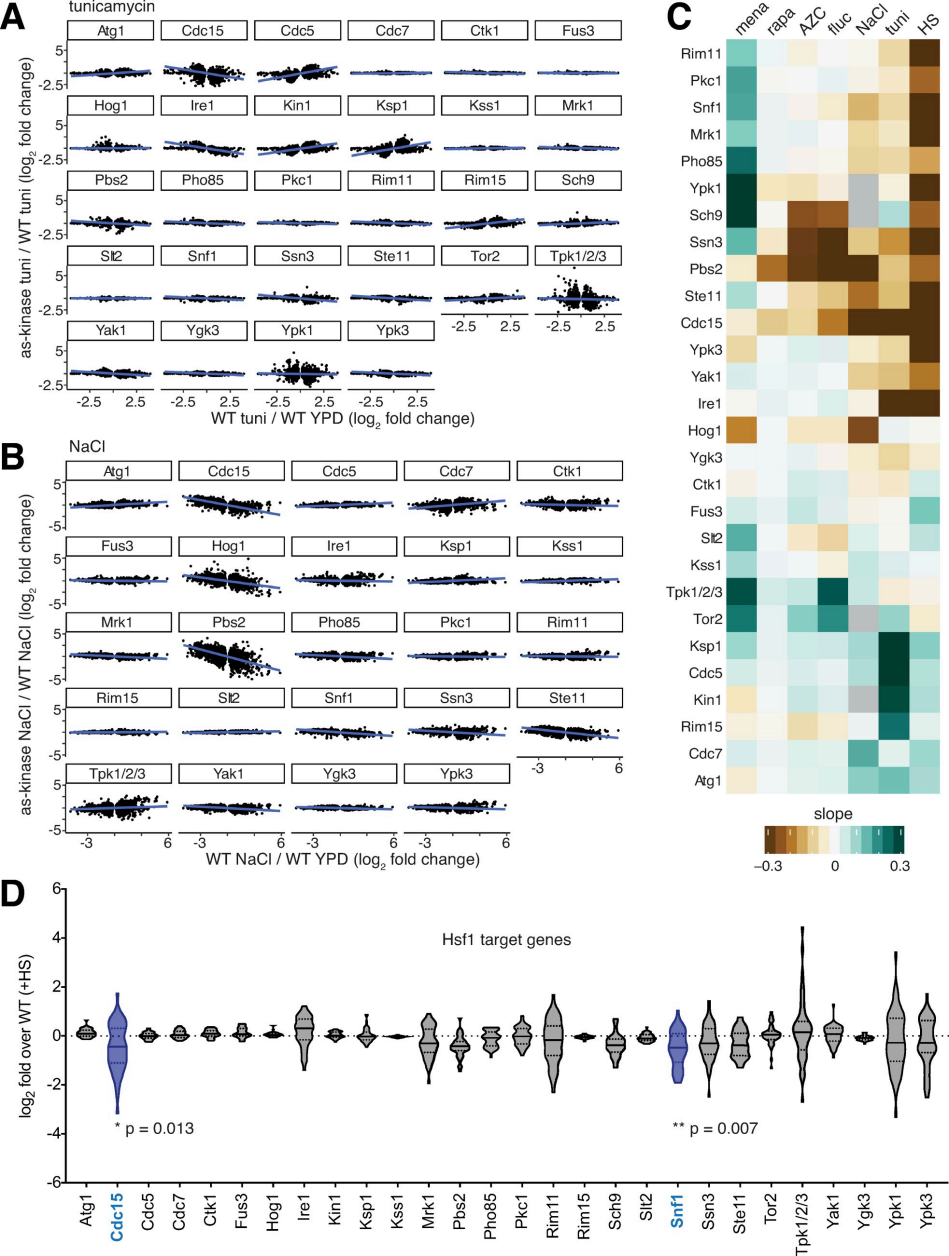
Identification of kinase mutants that alter environment-specific gene expression. **A)** Genes differentially expressed in tunicamycin relative to YPD in wild type cells plotted for each inhibited kinase. The x-axis is the log_2_ fold change for the wild type in tunicamycin; the y-axis is the log_2_ fold change for the inhibited kinase strain relative to wild type. **B)** the same as (A), but for the NaCl. **C)** Slopes of regression lines fitted to plots like those in (A) and (B) for all inhibited kinases in all environments (missing samples in gray). **D)** Expression level following heat shock of the 42 genes controlled by Hsf1. Violin plots show the log_2_ fold change of the 42 genes in heat shock relative to wild type in heat shock for the set of inhibited kinases. Distributions of expression levels were analyzed pairwise by two-way ANOVA, revealing that Cdc15-as and Snf1-as show statistically significant attenuation of the Hsf1 operon in heat shock.

Similar analysis for hyperosmotic stress (NaCl) revealed that Pbs2-as, Hog1-as, Ste11-as and Cdc15-as have negative slopes, while Cdc7-as and Tpk1/2/3-as have positive slopes (Fig 2B). 

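In NaCl the HOG pathway strains Pbs2-as, Hog1-as and Ste11-as, together with Cdc15-as and Snf1-as, had slopes below every wild type replicate. The slopes, across 3875 genes, were -0.80 in Pbs2-as, -0.65 in Cdc15-as, -0.51 in Hog1-as, -0.45 in Ste11-as and -0.37 in Snf1-as, a strain in the glucose-sensing kinase. Wild type replicates 1 to 3 had slopes of 0.11 to 0.13 and replicate 4 had -0.36. Above the wild type range lay Cdc7-as at 0.20, Atg1-as at 0.19, Ksp1-as and Cdc5-as at 0.18 and Kss1-as at 0.16. Tpk1/2/3-as had a slope of -0.04, and of 0.24 when set against the wild type replicate of its own wells, replicate 4. Against wild type of the same wells replicates 1 to 3 spanned only -0.013 to 0.010, so that all 24 strains lay outside, 10 below and 14 above, and with the deposited values, which lack replicate 4 and were chosen after the data were seen, 18 lay below a range of -0.013 to 0.012. Strains in wells 4 to 8 averaged -0.33 (n = 17) and those in wells 1 to 3 averaged 0.15 (n = 7, permutation test p = 6.0e-05). In wild type 22 of 31 osmotic stress and glycerol genes rose in NaCl and 6 fell (22 and 6 adjusted over the list alone). HSP12 rose by 5.90 (standard error 0.28, adjusted p = 1.1e-06) and ALD3, an aldehyde dehydrogenase, by 4.68 (standard error 0.29, adjusted p = 3.7e-06). HXT5, a hexose transporter gene, rose by 4.64 and the pre-rRNA helicase gene DBP3 fell by 3.82 (adjusted p = 6.9e-09 and 0.00040).

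**Figure D2:**
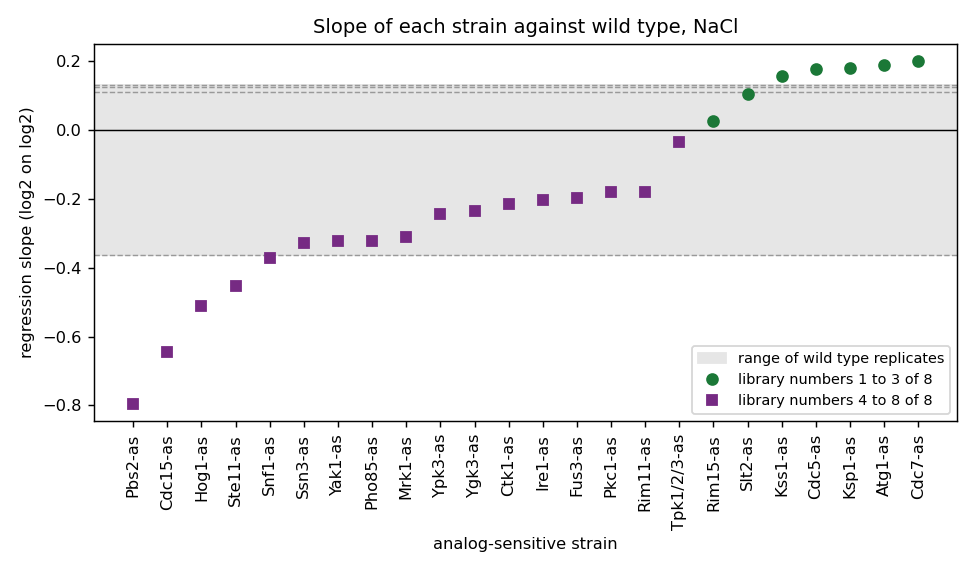
Regression slope of each AS kinase strain in NaCl, with green circles for library numbers 1 to 3 of 8, purple squares for 4 to 8 and a grey band with dashed lines for wild type replicates. Pbs2-as is lowest at -0.80.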

Ste11, Pbs2 and Hog1 form a linear mitogen activated protein kinase (MAPK) cascade that is activated by hyperosmotic stress, while Tpk1/2/3 is known to be inactivated under a variety of stress conditions including hyperosmotic shock [2]. The mitotic cell cycle regulators Cdc15 and Cdc7 have not been previously studied in the context of osmo-signaling.

We plotted the slopes for relationships as above for all inhibited kinases in each of the environmental perturbations as a heat map (Fig 2C). The set of kinases included in this study was enriched for those likely to be involved in the heat shock response. Indeed, while several AS mutants altered expression in many of the environments, 14/28 AS mutants attenuated the response to heat shock. However, only two mutants, Cdc15-as and Snf1-as, displayed significantly altered expression of the set of 42 genes controlled by the heat shock transcription factor Hsf1 (Fig 2D) [20]. 

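In heat shock 9 of 28 strains had slopes below every wild type replicate, and wild type replicate 4 itself had a strongly negative slope. The 9 were Cdc15-as (-1.04), Ypk3-as (-1.02), Ypk1-as (-0.89), Ssn3-as (-0.88), Snf1-as (-0.87), Rim11-as (-0.81), Mrk1-as (-0.79), Ste11-as (-0.72) and Ire1-as (-0.67). Wild type replicates had slopes of 0.29, 0.25, 0.03 and -0.57. Yak1-as (-0.53), Pkc1-as (-0.52), Sch9-as (-0.52), Pbs2-as (-0.51) and Pho85-as (-0.43) lay above the -0.57 of replicate 4. That slope was taken against replicates 1 to 3, while a strain was set against the mean of all replicates. Set against replicate 4 itself, Yak1-as was at -0.10, Pkc1-as at -0.10, Pbs2-as at -0.08 and Pho85-as at -0.004. On that reference none of them lay above replicate 4. No strain lay above the wild type range, and Fus3-as was highest at 0.26. Against wild type of the same wells 6 strains lay above the range (Fus3-as, Ctk1-as, Tpk1/2/3-as, Hog1-as, Tor2-as and Ygk3-as) and 10 below it, where replicates 1 to 3 set the range at -0.18 to 0.11, and with the deposited values, which lack replicate 4 and were chosen after the data were seen, 18 lay below it. Strains in wells 4 to 8 averaged -0.54 (SD 0.369, n = 19) and strains in wells 1 to 3 averaged 0.06 (SD 0.231, n = 9, permutation test p = 0.00018). Ribosome biogenesis genes were higher than wild type in several strains with low slopes, which were taken over genes that include many of this list. Ribosome biogenesis medians were 2.91 in Ypk1-as, 2.84 in Cdc15-as, 2.62 in Ypk3-as and 2.09 in Snf1-as, against -0.73 to 1.44 for wild type replicates. These strains sit in wells 4 to 8, and the medians are against all replicates, not replicate 4 alone. In wild type heat shock lowered DBP2, an RNA helicase gene on chromosome XIV from 413639 to 416281, by 4.51 (standard error 0.30, adjusted p = 5.0e-05). It raised the nitrogen genes UGA4, DAL80 and DAL5, a permease, a repressor and a permease, by 4.06, 3.76 and 3.34. In Cdc15-as DAL5 differed from wild type by -5.41, UGA4 by -5.07, DAL80 by -4.82 and DBP2 by 3.56.

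**Figure D3:**
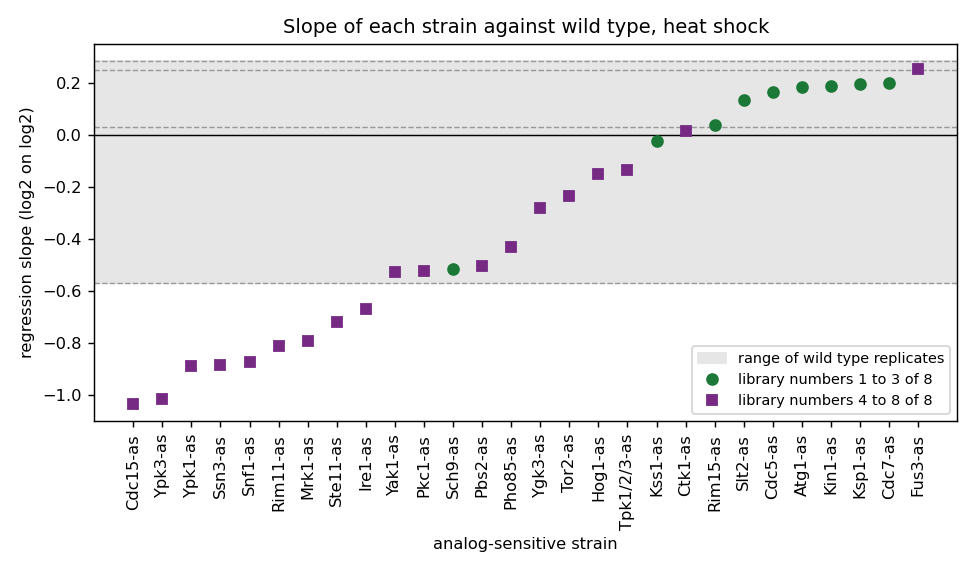
Regression slope of each AS kinase strain in heat shock, with green circles for library numbers 1 to 3 of 8, purple squares for 4 to 8 and a grey band with dashed lines for wild type replicates. The 9 lowest strains all sit at numbers 4 to 8.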

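Targets of Hsf1, the transcription factor for chaperone genes, were lower than wild type in Snf1-as and Cdc15-as during heat shock, and in 9 further strains. In wild type 24 of 40 Hsf1 targets rose in heat shock and 4 fell (25 and 5 adjusted over the list alone), with a median log2 change of 0.58. TMA10 on chromosome XII from 783127 to 783387 went from 17.3 ± 3.17 to 95.7 ± 11.7 CPM (SD, n = 4 each), a log2 change of 2.46 (standard error 0.15, adjusted p = 3.6e-05). HSP26, a small heat shock protein gene, rose by 1.92 and MGE1, a mitochondrial chaperone cofactor, fell by 1.02 (adjusted p = 0.00014 and 0.0015). The median difference from wild type was -0.66 in Snf1-as, with 29 of 40 targets lower, and -0.45 in Cdc15-as, with 24 lower. Wild type replicates spanned -0.23 to 0.23. Against the replicate of the same wells, replicate 4, the medians were -0.40 in Snf1-as and -0.28 in Cdc15-as. Among random lists of matched expression, the Snf1-as median fell at percentile 0.02 and the Cdc15-as median at percentile 10.1. HSP42, a small heat shock protein gene, differed by -2.84 in Cdc15-as and by -2.23 in Snf1-as (wild type 11.39 ± 0.50, SD, n = 4). BTN2, a sorting factor for misfolded proteins, differed by -2.14 and -2.63 (wild type 9.09 ± 0.89), while ERO1 was 1.17 and 0.86 higher. The other strains below the wild type range were Ste11-as (-0.47), Pbs2-as (-0.46), Sch9-as (-0.42), Ssn3-as (-0.38), Ypk3-as (-0.34), Kss1-as (-0.31), Mrk1-as (-0.30), Slt2-as (-0.26) and Ypk1-as (-0.25). Tpk1/2/3-as and Ire1-as lay above it, at 0.41 and 0.33. Lying outside this range is not a test, and the values of these further strains are against all replicates.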

Cdc15 has no known link to Hsf1, but Snf1 has been previously reported to phosphorylate and activate Hsf1 [21]. This relative dearth of interactions between Hsf1 targets and kinases is consistent with the observation that a mutant of Hsf1 lacking all phosphorylation sites can still be induced by heat shock [22]. Thus, rather than influencing Hsf1 activity, the other 12 kinases that modulate the heat shock transcriptome do so by affecting the levels of the >400 mRNAs that are differentially expressed during heat shock in an Hsf1-independent manner [20].

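Outside the Hsf1 targets, strains with low heat shock slopes had higher ribosomal protein genes and lower nitrogen catabolite genes than wild type. The slopes were taken over genes changed in heat shock, which include many of these lists. A low slope therefore goes with such shifts in part by construction. Cytosolic ribosomal protein genes had medians of 2.06 in Ypk3-as and in Cdc15-as, 2.01 in Ssn3-as, 1.99 in Rim11-as, 1.88 in Mrk1-as and 1.66 in Ste11-as, against -0.69 to 1.53 for wild type replicates. Genes under nitrogen catabolite repression had medians of -2.32 in Ypk3-as, -2.26 in Cdc15-as, -1.93 in Ypk1-as and -1.92 in Ssn3-as, against -1.11 to 0.67 for wild type replicates. General stress-induced genes had medians of -1.19 in Cdc15-as and in Snf1-as, -0.92 in Ypk3-as and -0.72 in Rim11-as, against -0.31 to 0.18. In wild type RPL9A and RPS12, ribosomal protein genes, fell by 3.69 and 3.12 in heat shock (adjusted p = 0.0014 and 0.00094). RPL9A was 2.92 higher in Snf1-as, and SPG4, a stationary phase gene, differed by -4.95.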

### Kinase mutants that alter common environmental responses do so by affecting overlapping and distinct sets of genes

The above analysis revealed that multiple kinase mutants alter differential gene expression in most environments (Fig 2C). However, it is unclear if these kinases are acting on the same sets of target genes. To ascertain this for the case of tunicamycin, we performed hierarchical clustering of the differentially expressed genes defined in Fig 2A and identified seven clusters (Fig 3A). Gene ontology analysis revealed enriched categories in five clusters. We examined Cdc15-as and Ire1-as since they both attenuated the response to tunicamycin (Fig 2A). 

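In tunicamycin, ribosome biogenesis genes were higher in Cdc15-as than in every wild type replicate, which was not the case in Ire1-as. The ribosome biogenesis median was 1.94 in Cdc15-as, with 160 of 160 genes higher, and 0.95 in Ire1-as, with 157 of 160 higher. Wild type replicates spanned -1.05 to 1.45, so the Ire1-as value lay within their range. Against the replicate of the same wells the medians were 0.87 in Cdc15-as and -0.11 in Ire1-as. RPF2, a 60S assembly factor, was 2.95 higher in Cdc15-as and 1.54 higher in Ire1-as (wild type 8.07 ± 0.96, SD, n = 4). SSF1, another 60S factor, was 2.79 higher in Cdc15-as, and NOP10, a pseudouridylation factor, was 1.70 higher in Ire1-as. GRC3 differed by -0.83 in Ire1-as. The UPR median of Cdc15-as was 0.15, within the wild type range, with ALG5 at 1.11, ERP2, a vesicle protein gene, at 1.07 and ALG12, a mannosyltransferase gene, at -0.93.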

While both mutants showed reduced expression of the “regulatory processes” and increased expression of the “ribosome biogenesis” clusters, only Ire1-as showed reduced expression of the “response to ER stress” cluster. In contrast to Ire1-as, inhibition of Cdc15-as did not exclusively alter any set of genes. However, while not unique to Cdc15-as, inhibition of Cdc15 showed strong repression of the amino acid metabolism genes in both tunicamycin and heat shock (Fig 3A). 

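Amino acid biosynthesis genes were lower than wild type in Cdc15-as in tunicamycin and in heat shock, and lower still in a few other strains. In tunicamycin their median was -0.40 in Cdc15-as, with 62 of 92 genes lower, at percentile 3.17 of random lists of matched expression. That median lay only just below the range of wild type replicates in tunicamycin. In heat shock it was -0.35, with 57 of 92 lower, at percentile 5.70, and wild type replicates spanned -0.10 to 0.09. Tpk1/2/3-as, Ypk1-as and Tor2-as had lower medians in heat shock, at -1.23, -0.79 and -0.50. Against the replicate of the same wells the Cdc15-as medians were -0.025 in tunicamycin and -0.32 in heat shock. ARG1, argininosuccinate synthase on chromosome XV from 219211 to 220473, differed by -3.03 in Cdc15-as in tunicamycin. MET13, methylenetetrahydrofolate reductase, differed by -2.93 there (wild type 7.65 ± 0.09, SD, n = 4), while PRO1, glutamate kinase, was 1.29 higher. In heat shock ARO9, an aromatic aminotransferase, differed by -3.26 and LEU9, isopropylmalate synthase, was 1.87 higher. In wild type itself tunicamycin raised 3 of these genes and lowered 5 (1 and 0 adjusted over the list alone), and heat shock raised 55 and lowered 18 (56 and 18).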

With respect to the genes differentially expressed in tunicamycin, when compared to each other across the set of environmental conditions, Cdc15-as and Ire1-as closely mirrored each other except for the “response to ER stress” cluster in response to tunicamycin (Fig 3A, right). This suggests that Cdc15 and Ire1 may impinge on a common generic pathway, but that only Ire1 plays a specific role in response to tunicamycin.

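Ribosome biogenesis genes rose across environments in Cdc15-as, and in Ire1-as none passed the test over all genes. Over its environments Cdc15-as changed 2791 genes, and 159 of 160 ribosome biogenesis genes rose and none fell (160 and 0 adjusted over the list alone). In YPD with no inhibitor the Cdc15-as median was already 0.41 from wild type in log2 CPM, against -0.08 to 0.10 for wild type replicates. Ire1-as changed 90 genes over its environments, and 18 ribosome biogenesis genes rose and 0 fell adjusted over the list alone. MAK16, a 60S assembly factor, rose by 2.60 in Cdc15-as (standard error 0.26, adjusted p = 2.1e-09). YOL085C, a dubious open reading frame, rose by 3.34 in Ire1-as (standard error 0.20, adjusted p = 3.4e-16). HSP26 rose by 0.83 and OPT2, an oligopeptide transporter gene, fell by 0.64 in Ire1-as (adjusted p = 0.012 and 0.0078). The Ire1-as count ranged from 16 to 406 genes as single wild type replicates were left out. Without heat shock, NaCl and tunicamycin, a choice made after the data were seen, the count was 1825 in Cdc15-as and 402 in Ire1-as, 147 ribosome biogenesis genes rose in Cdc15-as (152 adjusted over the list alone), and in Ire1-as 0 rose and 1 fell (0 and 0).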

**Fig 3:**
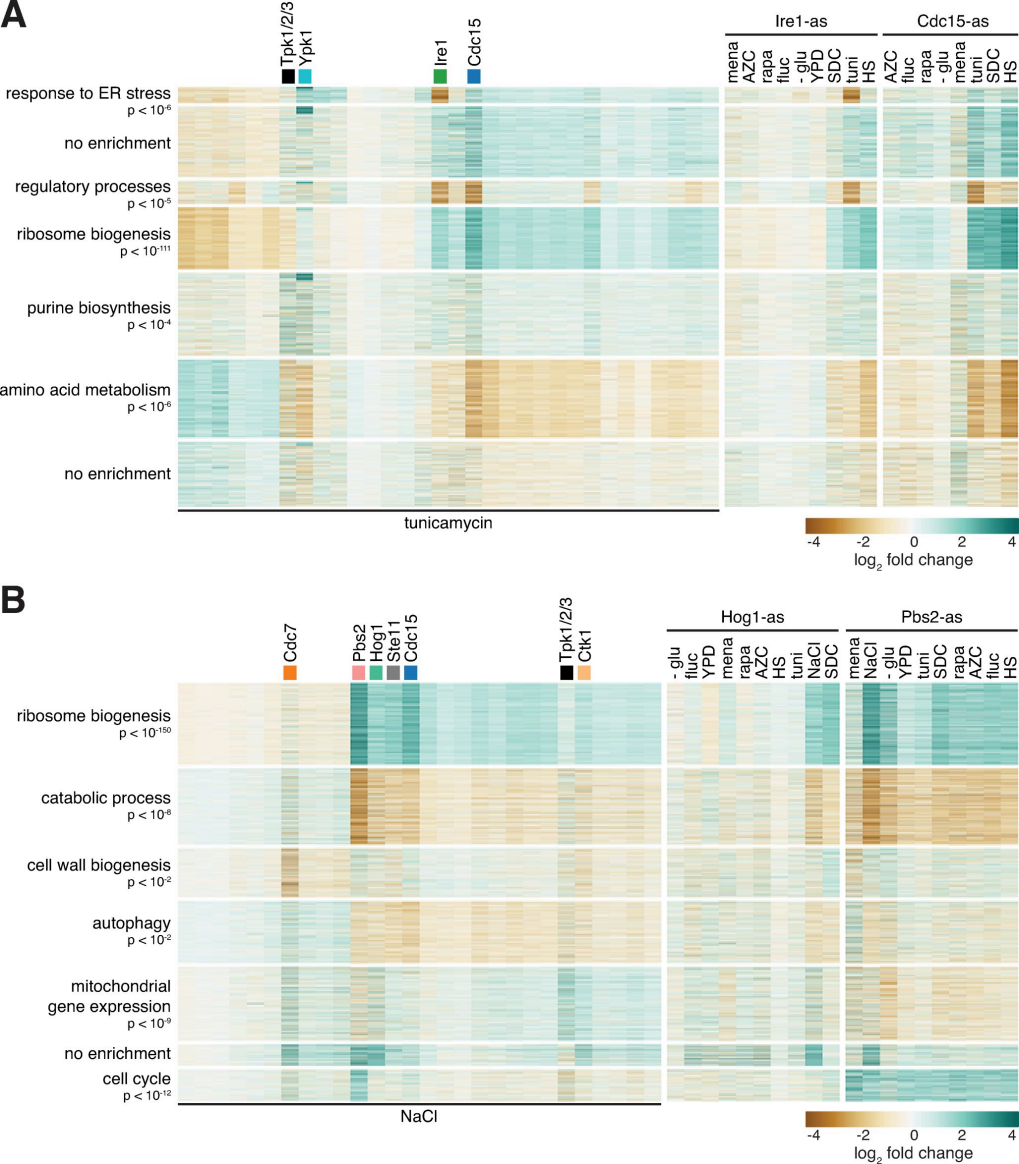
Kinase mutants that alter common environmental responses do so by affecting overlapping and distinct sets of genes. **A)** Heatmaps showing the set of genes differentially expressed in tunicamycin in wild type cells, clustered into seven groups labeled by the most significant gene ontology term enriched in the group. Left panel: log_2_ fold change relative to wild type in tunicamycin for the set of kinase mutants treated with tunicamycin. Middle and right panels: For Ire1-as and Cdc15-as, log_2_ fold change of the same set of genes across all environments, shown relative to wild type in each environment. **B)** As in (A) but for set of genes differentially expressed in in NaCl.

In the hyperosmotic stress environment, we found that the Pbs2-as, Hog1-as, Ste11-as and Cdc15-as, display a common pattern of altered expression across the genes differentially expressed in NaCl (Fig 3B). 

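Pbs2-as, Cdc15-as, Ste11-as and Hog1-as shared higher ribosome biogenesis genes than wild type in NaCl. Osmotic stress genes set Hog1-as and Pbs2-as apart from Ste11-as and Cdc15-as. The ribosome biogenesis median was 3.15 in Pbs2-as, 2.70 in Cdc15-as, 1.90 in Ste11-as and 1.68 in Hog1-as, against -0.55 to 1.51 for wild type replicates. Against the replicate of the same wells, replicate 4, the medians were 1.92, 1.49, 0.73 and 0.49 in the same order. NOP13, a nucleolar protein gene on chromosome XIV from 307401 to 308612, was 4.89 higher in Pbs2-as. FAF1, a 40S assembly factor, was 4.62 higher in Pbs2-as, and RLP24 was 3.69 higher in Cdc15-as and 2.90 higher in Ste11-as. ERB1 and NOP56, factors of 60S and snoRNA function, were 2.76 and 2.73 higher in Hog1-as. RIO1, a 40S kinase gene, differed by -0.67 in Ste11-as. The osmotic stress and glycerol median was -1.20 in Hog1-as, with 27 of 31 genes lower, and -0.99 in Pbs2-as, with 22 lower, against -0.17 to 0.39 for wild type replicates. The same median was 0.11 in Ste11-as and 0.19 in Cdc15-as, both within that range. The stress median was -1.73 in Pbs2-as, -0.83 in Hog1-as, -0.50 in Cdc15-as and -0.32 in Ste11-as.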

With the exception of Cdc15-as, these kinases are known to form a linear MAPK cascade [9, 23–25]. In addition, Cdc7-as uniquely shows altered expression of cell wall biogenesis genes (Fig 3B). 

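Cell wall genes in NaCl were lower in Cdc7-as than in any other of the 24 strains. Their median difference from wild type was -0.66 in Cdc7-as, with 40 of 47 genes lower, against -0.09 to 0.16 for wild type replicates. The next strains were Tpk1/2/3-as at -0.30, Ksp1-as at -0.26, Atg1-as at -0.23 and Ste11-as at -0.22, also below the wild type range. YPS1, a cell surface aspartic protease gene on chromosome XII from 386511 to 388220, differed by -1.81 in Cdc7-as (wild type 10.64 ± 0.11, SD, n = 4). SRL1, a mannoprotein gene, differed by -1.57 (wild type 10.78 ± 0.08) and EXG1, an exoglucanase gene, by -1.53 (wild type 11.94 ± 0.20). TIR1, a cold-shock mannoprotein gene, was 1.45 higher and CCW12, a structural wall protein gene, was 0.89 higher. In wild type NaCl lowered 36 of 46 cell wall genes and raised 2 (36 and 2 adjusted over the list alone), with YPS3, another protease, down by 2.75 (adjusted p = 8.4e-07).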

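Ribosome biogenesis genes rose across environments in Pbs2-as, a strain in a MAP kinase kinase, and in Hog1-as, a strain in its substrate, most of the calls ended once SDC, heat shock, NaCl and tunicamycin were left out. Across environments Pbs2-as changed 4258 genes and Hog1-as changed 1920. Ribosome biogenesis genes rose in 158 of 160 cases in Pbs2-as (158 adjusted over the list alone) with a median of 1.90, and in 81 cases in Hog1-as (104) with a median of 0.59. Without those environments, in which slopes go with the wells, 157 genes rose and 0 fell in Pbs2-as (157 and 1) and 6 rose and 2 fell in Hog1-as (3 and 0), with a median of 0.14, a choice made after the data were seen. In single environments the Hog1-as median was 2.10 in SDC, 1.68 in NaCl, -0.50 in YPD and -0.55 in rapamycin. FAF1 rose by 2.98 in Pbs2-as (standard error 0.19, adjusted p = 2.1e-17). COS1, a membrane protein sorting gene, fell by 5.50 in Pbs2-as (standard error 0.15, adjusted p = 7.9e-31). In Hog1-as DAN1 rose by 6.33 (standard error 0.30, adjusted p = 1.2e-20), and HES1, a sterol-binding protein gene, rose by 5.30. HSP12 fell by 2.38 in Pbs2-as and by 1.06 in Hog1-as (adjusted p = 1.3e-08 and 0.0020). In NaCl alone CTT1, cytosolic catalase, differed by -3.44 and TKL2 by -3.95 in Hog1-as, and HSP12 by -3.85 in Pbs2-as (wild type 14.41 ± 0.41, SD, n = 4). AQY2, an aquaporin gene, was 1.74 higher in Pbs2-as and 0.54 higher in Hog1-as in NaCl.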

When compared to each other across all the environments using the genes differentially expressed in NaCl, Hog1-as and Pbs2-as were similar but not identical, with the magnitude of the effect stronger for Pbs2-as (Fig 3B, right). This could be due to Hog1-independent roles for Pbs2 or to differential penetrance of the AS alleles.

### Identification of nonlinear interactions between environmental perturbations and inhibited kinases

To systematically identify interactions between particular environments and inhibition of specific kinases that affect the expression of individual genes, we constructed a mathematical model for the expression of each gene in the genome. In the model, the expression level of a gene is determined by the sum of two effects assumed to be independent: the environmental perturbation and the kinase inhibition (Δe = c_i_ + k_j_, where **e** is the expression of a given gene, **c** is the contribution of the environmental condition (indexed i) to the expression of the gene, and **k** is contribution of the inhibited kinase (indexed j) to the expression of a gene. When a predicted Δe from this model–i.e., a value for the log_2_ fold change for a given gene in a specific environmental condition with a particular kinase inhibited–is significantly different from the measured log_2_ fold change, this indicates a nonlinear interaction between the perturbation and the inhibition. This nonlinearity implies that the activity of the kinase may be somehow involved in the environmental response in a manner analogous to genetic interaction epistasis analysis [26, 27].

To apply the model to the data, we decomposed the full gene expression dataset using ordinary least squares regression (Fig 4A, left, see methods). To compute the contribution of an environmental condition (c_i_) to expression, we determined the fold change for each gene for the wild type strain in this environment relative to expression in YPD for the wild type strain (Fig 4A, middle). To compute the contribution of a kinase (k_j_), we determined the fold change in every gene in the corresponding AS kinase strain in YPD relative to wild type in YPD (Fig 4A, right). For every gene, we correlated the sum of these two terms to the experimentally measured fold change value for each of the >300 measurements made for that gene across the dataset, estimating the R^2^ value of this correlation. This analysis generated R^2^ values for >6000 genes, whose distribution can be examined to assess the extent to which such a linear model broadly applies. (Fig 4B). 

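A sum of an environment term and a strain term, fitted to each gene over the 300 libraries, gave a mean R2 of 0.729 (SD 0.109 over 5865 genes). Environment terms alone gave 0.561, strain terms alone 0.165 and shuffled strain and environment labels 0.125. With environment terms from wild type alone and strain terms from YPD alone, the mean R2 as variance explained was 0.296 over the 226 libraries outside wild type and YPD. The mean squared correlation of predicted and measured levels with those terms was 0.479 there and 0.543 over all 292 libraries with a prediction, a measure added after the data were seen. The 292 include the libraries that supply the terms, so 0.543 is in part fixed in advance. Genes that reached at least 10 CPM had a mean of 0.740. Oxidative phosphorylation genes had the highest median R2 of the 21 lists, 0.900, followed by mitochondrial ribosome genes at 0.862, ergosterol genes at 0.852 and oxidative defence genes at 0.850. Stress-induced genes had a median of 0.826. Ribosome biogenesis genes had a median of 0.777 and pheromone response genes 0.650, against 0.743 over all genes. An R2 over 0.9 was reached by 148 genes, and 196 stayed under 0.5.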

The mean of this distribution is 0.74, indicating that, on average, the linear model can explain 74% of the variance for a given gene (see Residual and Model performance tab on online applet for all gene models: https://mace.shinyapps.io/kinase-app/).

**Fig 4:**
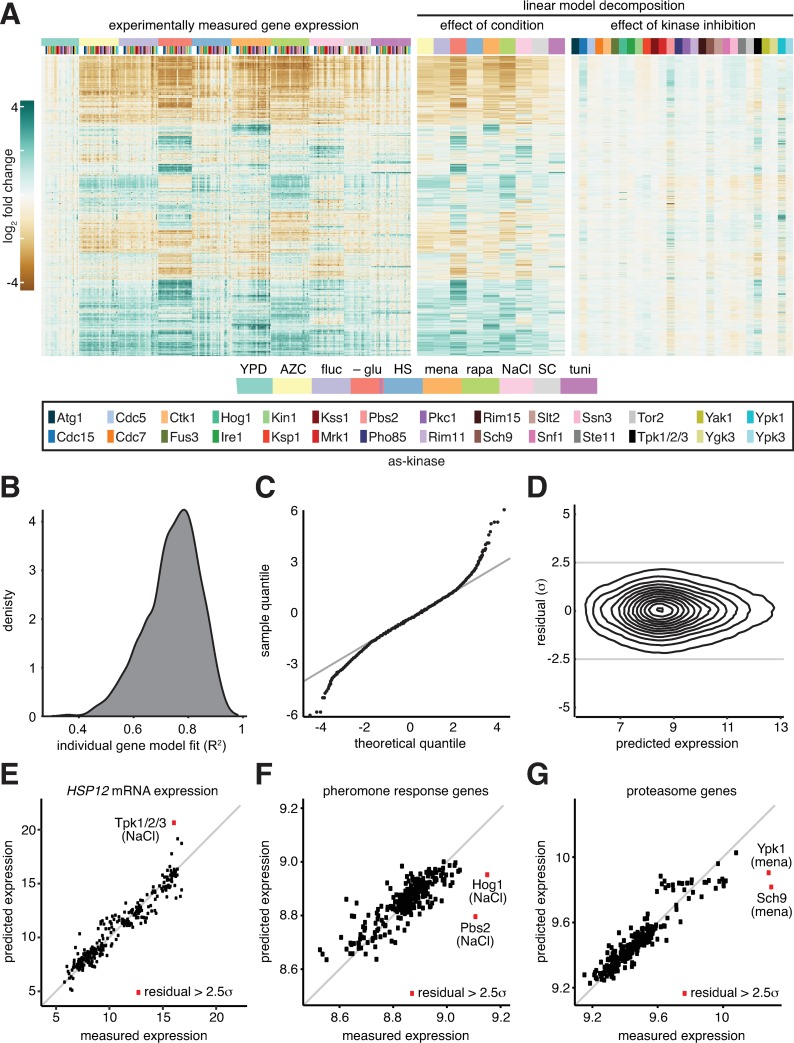
Identification of nonlinear interactions between environmental perturbations and inhibited kinases. **A)** Linear decomposition of the gene expression matrix. Left panel: Measured gene expression matrix (log_2_ fold change of each gene in each environment relative to the expression in wild type in YPD; same data as Fig 1C). Middle: A linear model was fit to each gene to estimate the contribution of each environment on expression in the wild type. The heat map shows the estimated log_2_ fold change for each gene relative to expression in wild type in YPD. Right: A linear model was fit to each gene to estimate the contribution of inhibiting each kinase in YPD. The heat map shows the estimated log_2_ fold change for each gene relative to expression in wild type in YPD. Kinases and environments are color-coded as depicted in the key at the bottom. **B)** Frequency distribution of the set of individual gene models, binned by the quality of the fit across the full set of measurements–i.e., how well each model matches the measured expression of the given gene across the set of >300 samples–quantified as the R^2^. **C)** Quantile-quantile plot comparing the distribution of the residuals (the differences between the model predictions and measured values) against a theoretical normal distribution. 98% of the data points lie on the x = y line, suggesting that these residuals are normally distributed and therefore unlikely to be meaningful (just modeling and measurement error). The residuals of the remaining 2% of samples are no longer normally distributed, suggesting the linear model is insufficient in these cases. **D)** Density contour plot of all two million model residuals as a function of absolute gene expression, demonstrating low correlation between residuals and expression level. **E)** Scatter plot of all measurements of the expression of *HSP12*. For each sample, measured *HSP12* expression is plotted versus the predicted expression value. For a single sample, Tpk1/2/3-as under NaCl, the absolute value of the difference between the predicted and measured expression values exceeded 2.5 standard deviations. Note: *HSP12* was not measured in Tpk1/2/3-as following glucose depletion. **F)** Scatter plot of all measurements of the mating pheromone response genes versus model predictions. For each sample, the expression of all genes with the gene ontology term “pheromone response” was averaged. For Hog1-as and Pbs2-as under NaCl, the measured expression of the pheromone response genes exceeded the model predictions by greater than 2.5 standard deviations. **G)** As in (F), but for genes with the gene ontology term “proteasome”. For Ypk1-as and Sch9-as under menadione, the residuals exceeded 2.5 standard deviations.

Gene expression measurements that the model predicts well require no further explanation. However, large error between a model prediction and an experimental measurement suggests that the environmental perturbation is not independent of the inhibited kinase. We compared the distribution of the model errors to a normal distribution using a quantile-quantile plot, which demonstrated that the error was approximated well by normal distribution until the error in the model exceeded 2 standard deviations of the mean (Fig 4C). This error–the difference between predicted and measured expression values–is termed the “residual” and will be quantified in units of standard deviation from the mean (σ). 

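Residuals were counted in units of each gene's own residual SD. Of all residuals 98.0% lay within 2.5 SD, and 1.99% lay beyond it, where a normal distribution holds 1.24%. The residuals beyond the limit numbered 34950 gene and library pairs, and 33.7% of them fell in 10 libraries. Ypk1-as in menadione held 2317 and Sch9-as in menadione held 2208. Ypk1-as in heat shock held 1112, Cdc7-as in NaCl 1004, Rim11-as in heat shock 988 and Cdc15-as in tunicamycin 967, where the median library held 27.5.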

We calculated the residual for all >2 x 10^6^ data points and plotted the distribution as a density contour plot to demonstrate that the vast majority of the data points (>98%) are within 2.5σ and that the residuals are not correlated to average gene expression (Fig 4D). We set a threshold for residuals > 2.5σ to identify candidate transcripts regulated by a particular kinase in a given environment (S3 Table).

### Instances of residuals with putative biological significance

One of the genes that was among those best fit by the model across the full dataset was *HSP12* (R^2^ > 0.9), a stress-induced gene predominately activated by the paralogous general stress transcription factors Msn2 and Msn4 (Msn2/4) [1, 2, 28, 29]. However, one data point was an outlier that was poorly explained by the model and had a residual > 2.5σ: Tpk1/2/3-as cells treated with NaCl (Fig 4E). In this case, the model predicted higher *HSP12* expression than what we measured. This indicates that Tpk1/2/3-as inhibition and NaCl do not exert independent effects on *HSP12* expression and suggests that NaCl may induce *HSP12* in wild type cells via inactivation of Tpk1/2/3, as has been previously shown experimentally [30]. 

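HSP12 in Tpk1/2/3-as was almost as high in YPD as in NaCl, so the additive model overshot in NaCl. Its measured level in Tpk1/2/3-as in NaCl was 16.1 on the log2 scale and the predicted level was 20.8. This residual was -5.15 SD, the farthest from 0 of 300 libraries for this gene, whose R2 was 0.923 (rank 50 of 5865 genes). In YPD Tpk1/2/3-as stood at 15.9 and wild type at 8.60 ± 0.252 (SD, n = 4), and wild type in NaCl at 14.4 ± 0.412. MSN2 and MSN4, the stress transcription factors that activate HSP12, changed little at the mRNA level in Tpk1/2/3-as, by 0.31 and 0.25 across environments (adjusted p = 0.0023 and 0.0082). In wild type in NaCl MSN2 rose by 0.34 and MSN4 fell by 0.72 (adjusted p = 0.0069 and 4.5e-05). RAS2, an activator of the protein kinase A pathway, rose by 0.99 in Tpk1/2/3-as (adjusted p = 4.3e-15).

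**Figure D4:**
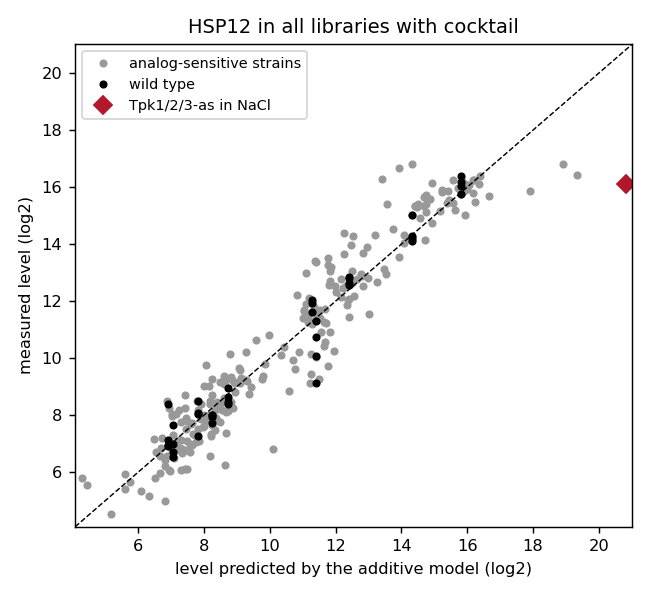
Measured level of HSP12 against the level predicted by the additive model, both on the log2 scale, for 300 libraries. The diamond is Tpk1/2/3-as in NaCl, measured at 16.1 and predicted at 20.8, below the line of equality.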

We would expect the same result for glucose depletion in Tpk1/2/3-as cells, but this sample was not in our dataset.

We next extracted all genes with residual of > 2.5σ and performed gene ontology analysis (go slim terms) (S4 Table). One of the top categories produced by this analysis was “response to pheromone”. We averaged expression for all genes with this designation and plotted the predicted versus measured expression for all data points (Fig 4F). Two points were poorly predicted by the model: Hog1-as and Pbs2-as in NaCl. In both cases, the measured expression of the pheromone response regulon was greater than predicted by the model. This result recapitulates a classical finding of crosstalk between MAPK signaling pathways. 

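Pheromone response genes, which act in mating and cell fusion, rose modestly in wild type in NaCl and further in Hog1-as and Pbs2-as. In wild type 22 of 32 rose and 2 fell (22 and 2 adjusted over the list alone), with a median log2 change of 0.61. AGA1, an agglutinin anchor, rose by 2.35 and FAR1, a cell cycle inhibitor, fell by 0.90 (adjusted p = 2.1e-05 and 6.7e-05). Their mean level in NaCl was 9.58 in Hog1-as, where the model predicted 8.55, and 9.41 in Pbs2-as, where it predicted 7.95. The residuals were 4.70 and 6.67 SD, ranks 3 and 1 of 300 libraries, and wild type stood at 8.49 ± 0.181 (SD, n = 4). Pheromone genes were low in Pbs2-as elsewhere, at 7.09 in YPD against 7.99 ± 0.038 in wild type, and across environments 21 of 33 fell and 5 rose (21 and 5 adjusted over the list alone), so its strain term lowers the predicted level. The median difference from wild type was 1.11 in Hog1-as, with 28 of 33 genes higher, and 0.78 in Pbs2-as, with 26 higher, against -0.40 to 0.19 for wild type replicates. FUS1, a cell fusion gene on chromosome III from 71803 to 73341, was 3.58 higher in Pbs2-as and 2.75 higher in Hog1-as (wild type 7.64 ± 0.38). PRM1, another fusion gene, was 3.37 and 3.27 higher, and FIG2, an adhesin gene, 2.95 and 2.52 higher. MFA2, a mating factor gene, went the other way in Pbs2-as at -1.23, as did PRM10 in Hog1-as at -1.23. The consensus of Ste12, the pheromone transcription factor, lay in 24.1% of promoters of genes with residuals above 2.5 SD in Hog1-as in NaCl and in 11.3% of other promoters (Fisher's exact test, adjusted p = 0.00021).

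**Figure D5:**
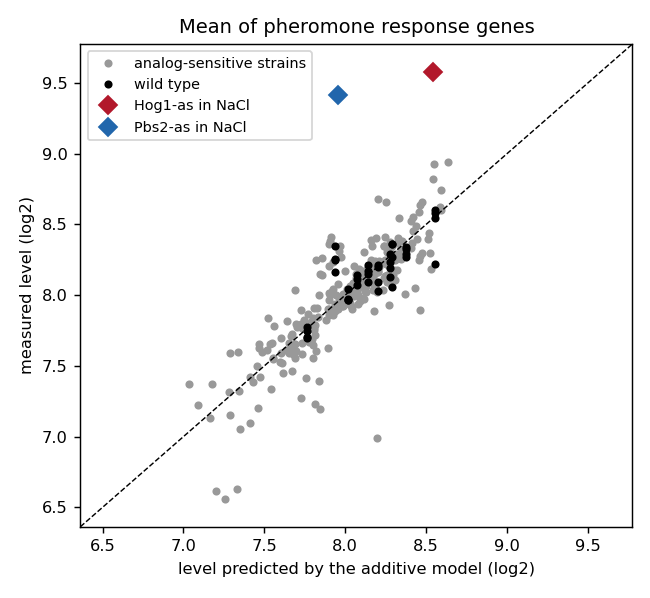
Mean level of pheromone response genes against the level predicted by the additive model, both on the log2 scale, for 300 libraries. Diamonds are Hog1-as and Pbs2-as in NaCl, measured at 9.58 and 9.41, above the line of equality.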

The pheromone and high osmolarity glycerol (HOG) pathways share a common upstream regulator (Ste11) [9, 24, 25, 31]; in the presence of hyperosmotic shock, Hog1 is required to prevent spurious activation of the mating program [25].

A second enriched gene set contained genes encoding proteasome subunits in cells exposed to menadione (oxidative stress). As we did for the pheromone response genes, we averaged expression of all genes with a “proteasome” GO term and plotted the predicted expression in each of the samples as a function of experimentally measured expression (Fig 4G). This plot reveals that the proteasome is highly induced by menadione across all samples, consistent with prior studies [32]. Moreover, proteasome gene expression was very poorly predicted in response to menadione for two AS kinases: Sch9-as and Ypk1-as. 

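Menadione raised the proteasome genes in wild type, almost without exception. Of 42 genes 41 rose and 1 fell (41 and 1 adjusted over the list alone), with a median log2 change of 0.93 against YPD. UMP1, a proteasome assembly chaperone on chromosome II from 581726 to 582172, went from 107.5 ± 6.03 to 364 ± 53.6 CPM (SD, n = 4 each), a log2 change of 1.76 (standard error 0.12, adjusted p = 1.5e-07). PRE8, a subunit of the 20S core, rose by 1.62 (standard error 0.12, adjusted p = 3.7e-07). POC4, an assembly chaperone, fell by 1.56 (standard error 0.15, adjusted p = 2.2e-06). Other environments moved the list less uniformly, with 35 of 42 up and 0 down in NaCl (35 and 0), 35 up and 2 down in fluconazole (36 and 2), and 6 up and 20 down in rapamycin (6 and 19).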

When these kinases are inhibited, the proteasome genes are even more highly induced by menadione than predicted. This suggests that Sch9 and Ypk1 may serve to dampen proteasome gene induction in response to menadione in wild type cells.

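In menadione, proteasome genes were higher in Sch9-as and Ypk1-as than in wild type and than the additive model predicted. The mean level was 11.9 in Sch9-as, predicted at 11.1, and 11.7 in Ypk1-as, also predicted at 11.1, and wild type stood at 11.0 ± 0.119 (SD, n = 4). The residuals were 6.15 and 4.49 SD, the 2 farthest from 0 of 300 libraries. These 2 libraries also held the most genes beyond 2.5 SD of all, 2208 in Sch9-as and 2317 in Ypk1-as, where the median library held 27.5. The median difference from wild type was 0.99 in Sch9-as, with 39 of 42 genes higher, and 0.85 in Ypk1-as, with 38 higher, against -0.16 to 0.21 for wild type replicates. Tpk1/2/3-as came next at 0.57. RPN11, the deubiquitinating lid subunit gene on chromosome VI from 153393 to 154313, was 1.69 higher in Sch9-as (wild type 10.60 ± 0.20). PUP2, a core subunit, was 1.65 higher in Sch9-as and 1.52 higher in Ypk1-as, and PRE8 was 2.46 higher in Ypk1-as (wild type 12.17 ± 0.25). BLM10, a proteasome activator, and ECM29, an assembly checkpoint protein, went the other way in Ypk1-as at -1.32 and -1.10. The consensus of Rpn4, the proteasome transcription factor, lay in 4.80% of promoters of genes with residuals above 2.5 SD in Sch9-as and in 0.918% of other promoters (Fisher's exact test, adjusted p = 1.4e-13). In Ypk1-as the shares were 3.74% and 1.17% (adjusted p = 1.9e-06 from the same exact test).

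**Figure D6:**
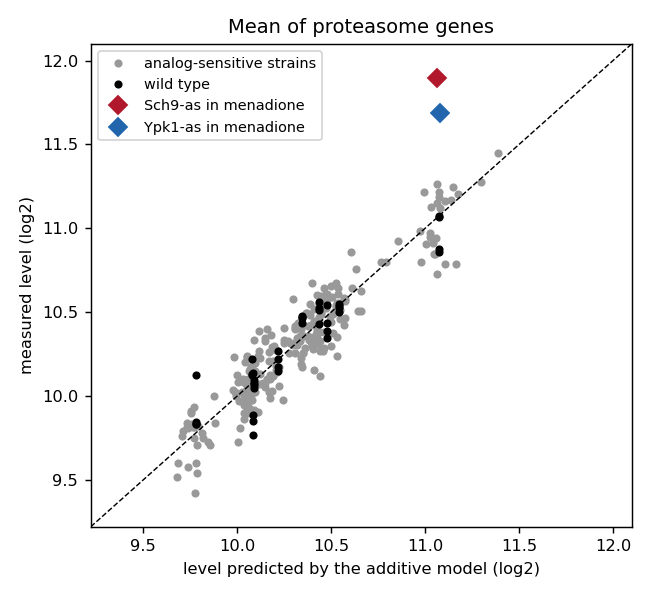
Mean level of proteasome genes against the level predicted by the additive model, both on the log2 scale, for 300 libraries. Diamonds are Sch9-as and Ypk1-as in menadione, measured at 11.9 and 11.7, above the line of equality.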

### Prediction of links between kinases and transcription factors

To implicate transcription factors in responding to specific kinases in particular environments, we determined all genes with significant residuals in each sample and used MEME [33] to search for transcription factor (TF) binding motifs that are enriched upstream of these genes (S5 Table). Across this gene set–which contains the outliers from the linear model–we identified enriched binding motifs associated with 33 different TFs using the JASPAR database [34]. 

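Genes with large residuals were scanned for the binding consensus of 11 factors or factor pairs in the 500 bp before the start codon. Msn2/4 sites, for stress genes, were enriched most often, in 32 gene sets, followed by Stb3 in 18 and Dot6/Tod6 in 16, both repressors of ribosome biogenesis genes. Stb3 and Dot6/Tod6 sites were depleted in more sets than they were enriched in, 30 and 18, and Msn2/4 sites were depleted in 17. Of 2530 Fisher's exact tests over 230 gene sets, 199 passed, 126 as enriched and 73 as depleted, and with 1000 bp 117 passed, 80 as enriched and 37 as depleted. Mbp1, for G1/S genes, was enriched in 15 sets, Gcn4, for amino acid genes, in 11, Rpn4 in 8, Cbf1 in 7, Hsf1 in 6, Ste12 and Met31/32 in 5 each and Hac1, for UPR genes, in 3, and each of these was depleted in at most 3 sets.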

For 21/28 mutant kinases in our dataset, this analysis identified a putative connection to at least one TF in at least one condition. 

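In heat shock, genes above the model in Ypk1-as carried sites of ribosome biogenesis factors, and genes below it carried Msn2/4 sites. The Stb3 consensus lay in 33.1% of promoters of genes above 2.5 SD in Ypk1-as and in 7.21% of others (Fisher's exact test, adjusted p = 7.8e-59). The Dot6/Tod6 consensus lay in 45.9% and 26.0%. Among genes below -2.5 SD the Msn2/4 consensus lay in 52.7% of promoters in Ypk1-as and in 32.7% of others, and in 53.5% against 33.9% in Snf1-as.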

Kinases such as Ypk1, Ypk3 and Rim11 connect to multiple TFs under heat shock conditions, while Snf1 connects only to a single TF during heat shock (Fig 5A). Similarly, Sch9 and Ssn3 connect to many TFs under oxidative stress, while Ctk1 and Ire1 have a single TF link (Fig 5B). It remains to be determined how many of these links represent direct kinase-substrate interactions.

**Fig 5:**
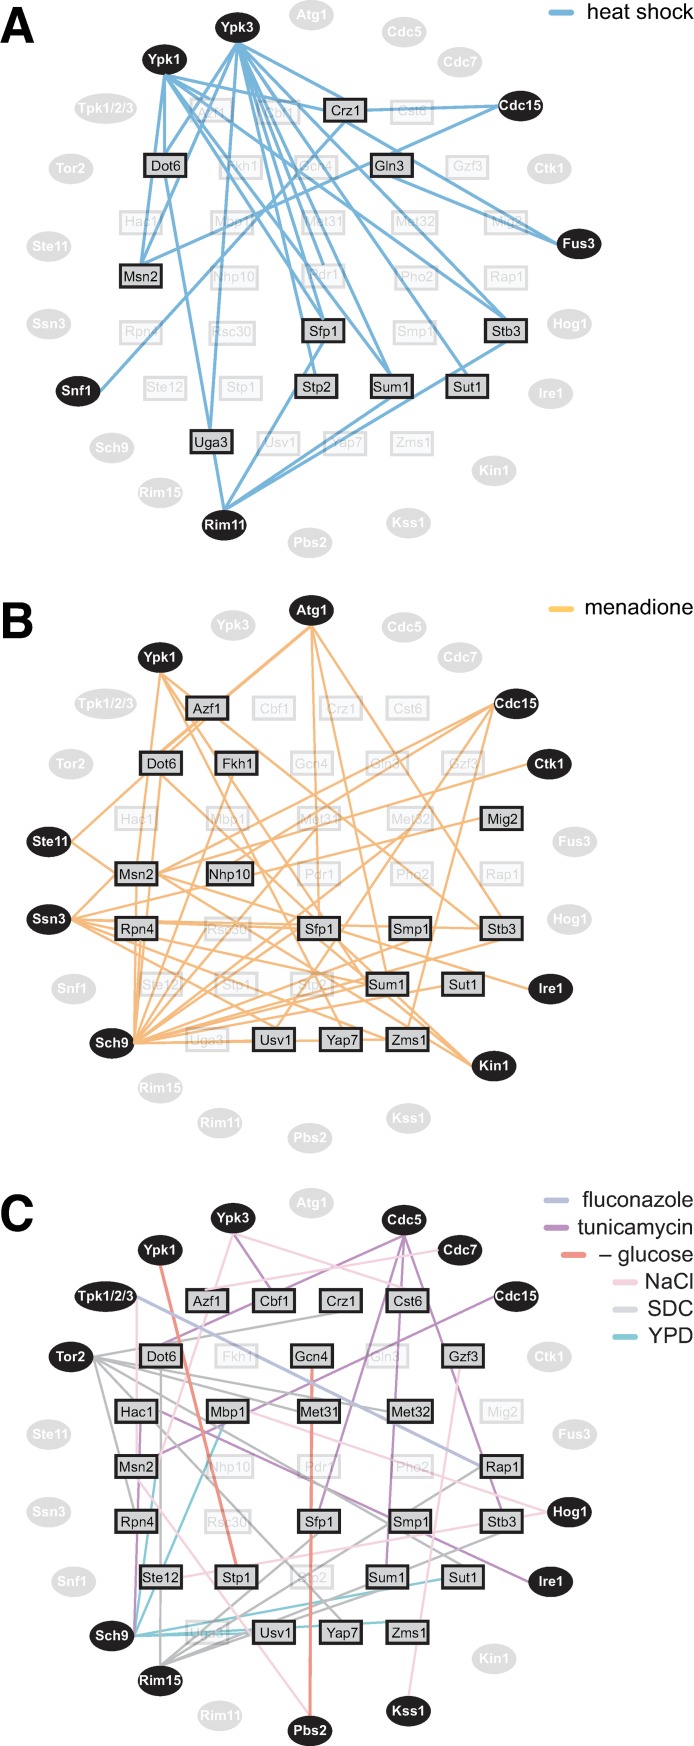
Prediction of links between kinases and transcription factors. **A)** The set of all genes with expression measurements with model residuals greater than an absolute value of 2.5 standard in any sample was analyzed for enriched TF binding sites in their promoter regions. The edges on the graph connect peripheral AS kinases with interior TFs. Connections indicate that when the given kinase is inhibited during heat shock, the genes with significant residuals are enriched for binding sites for the given TF. **B)** As in (A), but for menadione. **C)** As in (A), but for all environments except heat shock and menadione.

While most of the conditions had sparse connections between kinases and TFs, heat shock and menadione had complex interaction networks consistent with the pleiotropic nature of temperature and oxidative stresses (Fig 5A and 5B). Heat shock had six kinases interacting with ten TFs, while menadione had nine kinases interacting with 15 TFs. Notably, while both heat shock and menadione led to enrichment of TFs known to be involved in environmental stress responses (Msn2/4, Dot6/Tod6, Stb3, Sfp1) [2, 28, 35], the kinases that connect to these TFs are largely non-overlapping (with the exception of Ypk1-as and Cdc15-as). This analysis also recapitulated known interactions, such as that between Ire1 and the UPR TF Hac1 in tunicamycin [6, 8], and predicted novel regulatory connections, such as that between Cdc15 and Msn2 in response to tunicamycin. 

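In tunicamycin, genes below the model in Cdc15-as carried Msn2/4 sites more often than other genes, and no enrichment of the Hac1 consensus was detected in Ire1-as. The Msn2/4 consensus lay in 46.6% of promoters of genes below -2.5 SD in Cdc15-as and in 33.2% of others (Fisher's exact test, adjusted p = 2.6e-08). The Hac1 consensus lay in 2.65% of promoters of genes below -2.5 SD in Ire1-as and in 2.33% of others (adjusted p = 1.0 from the same exact test). BAG7, a Rho GTPase activator gene, differed by -4.01 from wild type in Cdc15-as in tunicamycin.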

Taken together, these results demonstrate that residual analysis can be used to suggest previously unknown pathways that connect environmental conditions to gene expression through kinases and their responsive TFs.

### The HOG pathway is an upstream negative regulator of Tpk1/2/3 under all conditions

In contrast to the instances of environment-specific interactions between kinase inhibition and gene expression described above, we observed that across all conditions, Tpk1/2/3-as and Pbs2-as affect the same genes across the dataset, but do so in opposite directions for many genes (Fig 6A). 

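Averaged over the environments both strains have, the Tpk1/2/3-as and Pbs2-as effects were of opposite sign for 56.4% of genes. Their correlation across genes was -0.16. Simulated strains with no effect, set against the same wild type libraries, gave 0.20. That value comes from the shared libraries alone, at a covariance of 0.0028 against -0.096 here. It is therefore no baseline for strains with large effects. With each strain set against different wild type replicates, the correlation averaged -0.17. In single environments the correlation was -0.25 in fluconazole, -0.12 in rapamycin, -0.10 in YPD, -0.09 in AZC, -0.01 in tunicamycin, 0.01 in heat shock, 0.13 in NaCl and 0.35 in menadione. Genes are not independent replicates, so this correlation has no p-value. A negative correlation with Tpk1/2/3-as was not particular to Pbs2-as. With each strain averaged over its own environments, it was -0.22 for Pbs2-as, -0.20 for Cdc15-as and -0.18 for Snf1-as. The other strains ran from -0.13 in Ypk3-as to 0.49 in Ypk1-as. Of 5834 genes tested in both, 902 rose in Tpk1/2/3-as and fell in Pbs2-as and 1027 did the reverse, where independence would give 697 and 780. Another 471 rose in both and 585 fell in both, against 731 and 744. FMP45 rose by 5.95 in Tpk1/2/3-as and SIP18, a desiccation gene, by 5.01, and NSR1 fell by 3.06 (adjusted p = 1.6e-21, 4.3e-23 and 4.5e-09). In Pbs2-as BUD27, a prefoldin-like factor gene, rose by 2.85 and RRP1, a 60S assembly factor, by 2.66, while PYK2 fell by 3.99 (adjusted p = 1.9e-18, 5.5e-15 and 8.0e-24). TOD6, a repressor of ribosome biogenesis genes, rose by 1.50 in Pbs2-as and did not pass in Tpk1/2/3-as at -0.65 (adjusted p = 1.3e-09 and 0.060).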

Tpk1/2/3 is the master kinase of the environmental stress response (ESR) [2]. The ESR is comprised of two branches: the pan-stress induced (iESR) and pan-stress repressed (rESR) gene modules [2]. Mechanistically, Tpk1/2/3 has been shown to directly control phosphorylation of two sets of paralogous TFs–Msn2/4 and Dot6/Tod6 –that induce the iESR and repress the rESR, respectively [2, 36–38]. Phosphorylation by Tpk1/2/3 inactivates all four of these TFs by preventing their nuclear localization [28, 35]. To compare the effects of inhibition of Tpk1/2/3 to inhibition of Pbs2 with respect to the ESR, we extracted the log_2_ fold change of the iESR and rESR genes for all experiments where Tpk1/2/3-as was inhibited; we did the same for the values of the iESR and rESR genes when Pbs2-as was inhibited. For reference, we extracted the log_2_ fold change for the iESR and rESR genes when all other kinases in dataset were inhibited. An overlay of the distributions of the Tpk1/2/3-as, Pbs2-as, and reference sets shows that: 1) inhibition of Tpk1/2/3-as led to induction of the iESR and repression of the rESR; 2) inhibition of Pbs2-as had the opposite effect: repression of the iESR and induction of the rESR; 3) inhibition of other kinases minimally affected the iESR and rESR genes (Fig 6B and 6C). This suggests that Tpk1/2/3 and Pbs2 regulate the same pathway but in an antagonistic way.

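The stress-induced genes were higher and the ribosome genes mostly lower than wild type in Tpk1/2/3-as, and Pbs2-as mostly showed the reverse. In Tpk1/2/3-as the stress median was above wild type in 8 of 8 environments, with a mean of 1.95 (SD 0.436, exact 2-sided sign-flip permutation test p = 0.0078, the smallest that 8 environments allow). It ranged from 1.10 in NaCl to 2.47 in fluconazole. In Pbs2-as it was below wild type in 9 of 10 environments, with a mean of -0.54 (SD 0.596, exact test p = 0.016), from -1.73 in NaCl to 0.53 in menadione. The ribosome biogenesis median was below wild type in 7 of 8 environments in Tpk1/2/3-as, with a mean of -1.05 (exact test p = 0.016) and NaCl as the exception at 0.30. In Pbs2-as it was above wild type in 10 of 10 environments, with a mean of 1.80 (exact test p = 0.0020), from 0.70 in menadione to 3.15 in NaCl. Ribosomal protein genes averaged -0.83 in Tpk1/2/3-as, lower in 6 of 8 environments (exact test p = 0.063), and 0.69 in Pbs2-as, higher in 8 of 10 (exact test p = 0.0078). Against the wild type replicates of the same wells, in the 9 environments that have them, stress genes in Pbs2-as averaged -0.45 (exact test p = 0.055) and ribosomal protein genes 0.35 (exact test p = 0.11), both short of the threshold. Over the 8 environments both strains have, the Tpk1/2/3-as value minus the Pbs2-as value averaged 2.40 for stress genes and -2.67 for ribosome biogenesis genes, with the same sign in 8 of 8 (exact test p = 0.0078 each). Tpk1/2/3-as had the highest and Pbs2-as the lowest mean stress median of the 28 strains. Across environments by edgeR, 54 of 87 stress genes fell and 2 rose in Pbs2-as (54 and 2 adjusted over the list alone), and 138 of 160 ribosome biogenesis genes fell and 2 rose in Tpk1/2/3-as (139 and 2). The paper takes opposite effects of the 2 inhibitions on the induced and repressed stress genes and proposes from them that Tpk1/2/3 and Pbs2 act on 1 pathway in opposition. It then tests the order of the pathway by flow cytometry of an HSP12 reporter. Those experiments used cells lacking PBS2 or HOG1 and cells with constantly active Ras2, and are not part of these RNA-seq data.

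**Figure D7:**
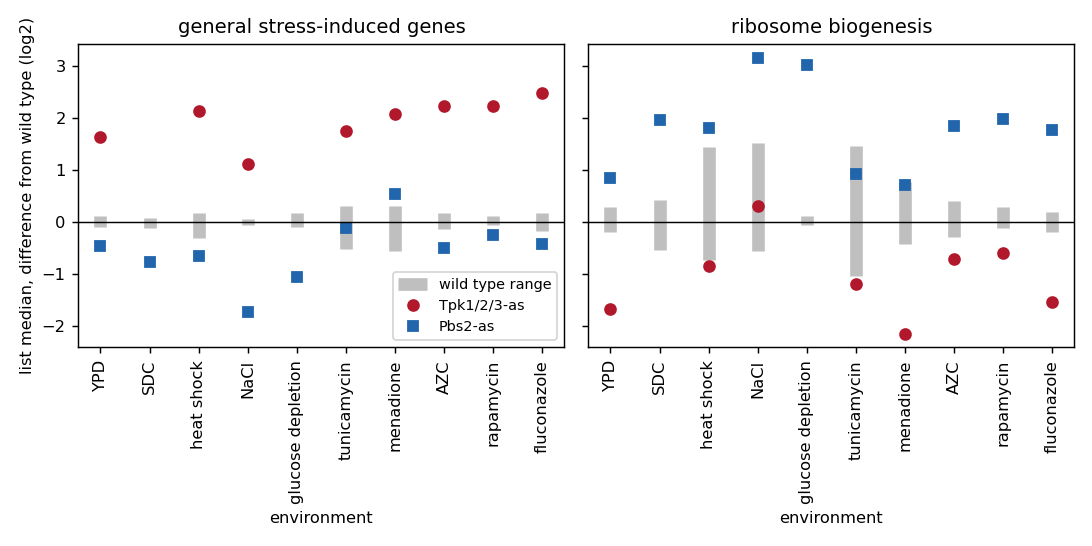
Median difference from wild type, on the log2 scale, of general stress-induced genes and of ribosome biogenesis genes, in Tpk1/2/3-as (red circles), Pbs2-as (blue squares) and the range of wild type replicates (grey bars). Tpk1/2/3-as lies above Pbs2-as for stress genes and below it for ribosome biogenesis genes in all 8 shared environments.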

**Fig 6:**
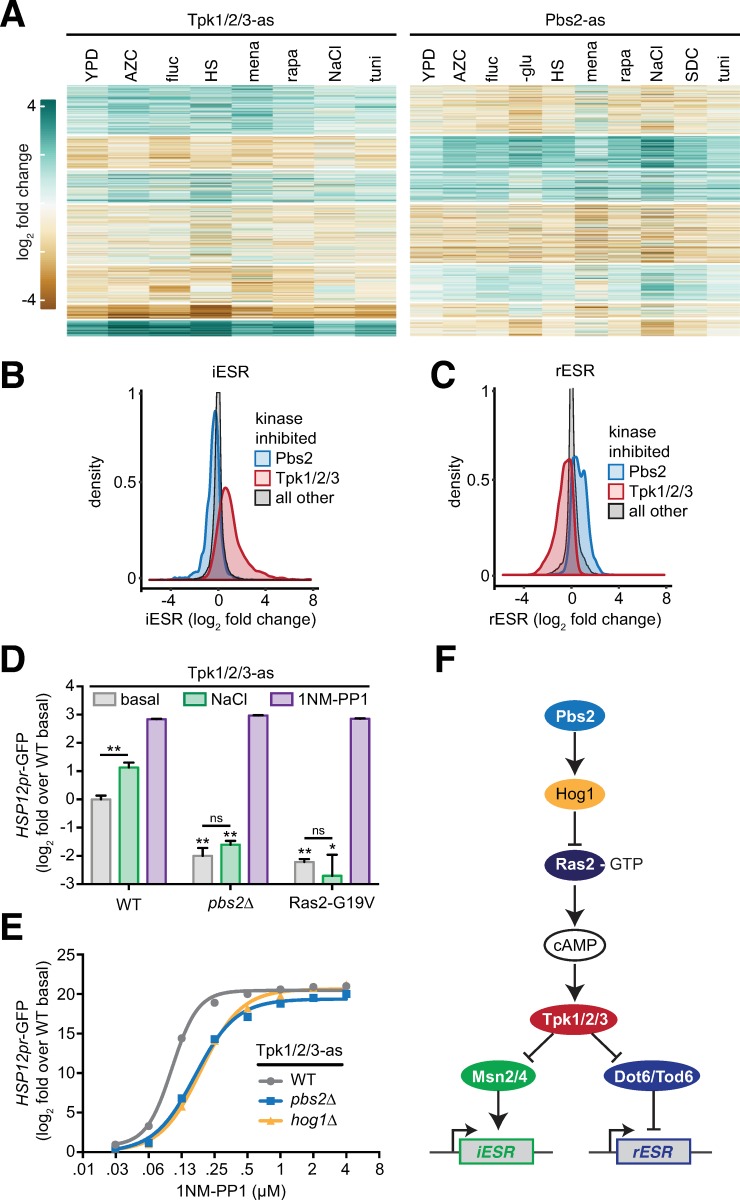
The HOG pathway is an upstream negative regulator of Tpk1/2/3 under all conditions. **A)** Heatmaps showing the genome-wide effects of inhibition of Tpk1/2/3-as and Pbs2-as relative to wild type across the set of environments. **B)** Distribution of fold changes for all genes in the iESR in Pbs2-as cells, Tpk1/2/3-as cells and all other strains. **C)** As in (B), but for the rESR. **D)** A GFP reporter driven by the *HSP12* promoter was measured by flow cytometry under basal conditions, following 0.8 M NaCl for 1 hour and following addition of 5 μM 1NM-PP1 for 1 hour in Tpk1/2/3-as cells, Tpk1/2/3-as/*pbs2*Δ cells and Tpk1/2/3-as/Ras2-G19V cells. The median of 10^4^ cells was measured in triplicate for each condition, and the error bar represents the standard deviation of the replicates. **E)** Tpk1/2/3-as, Tpk1/2/3-as/*pbs2*Δ and Tpk1/2/3-as/*hog1*Δ cells were subjected to a 1NM-PP1 dose response assay, using the *HSP12p*r-GFP as a readout. Each concentration of inhibitor was incubated with cells for 1 hour. Measurements performed analyzed as in (D). **F)** Proposed architecture of the upstream signaling pathway controlling the ESR.

To experimentally test this prediction and to order the pathway, we utilized flow cytometry to measure a canonical fluorescent reporter of the iESR, *HSP12pr*-GFP [39–41]. We first validated that addition of 0.5 M NaCl and inhibition of Tpk1/2/3-as with 5 μM 1NM-PP1 induced the *HSP12pr*-GFP reporter (Fig 6D). If Pbs2 is involved in regulation of *HSP12pr*-GFP, then its deletion should alter *HSP12pr*-GFP levels. Indeed, we observed that in *pbs2*Δ cells, the basal level of *HSP12pr*-GFP was reduced 4-fold. Moreover, *pbs2*Δ obviated the ability of NaCl to induce the reporter, indicating that Pbs2 plays positive role in both setting the basal level of *HSP12pr*-GFP and inducing it in response to NaCl (Fig 6D). If Pbs2 is acting downstream of Tpk1/2/3, then direct inhibition of Tpk1/2/3-as with 1NM-PP1 should not be able to rescue induction of *HSP12pr*-GFP in *pbs2*Δ cells. However, we observed that addition of 1NM-PP1 led to full induction of the reporter, suggesting that Pbs2 must be acting upstream of Tpk1/2/3. To verify this, we expressed a constitutively active version of Ras2 (Ras2-G19V), a known upstream activator of Tpk1/2/3. Activation of Pbs2 by NaCl failed to induce *HSP12pr*-GFP in the presence of Ras2-G19V, while direct inhibition of Tpk1/2/3-as with 1NM-PP1 rescued induction of the reporter in the presence of Ras2-G19V. Thus, Pbs2 must be acting to inhibit Tpk1/2/3 at or above the level of Ras activation.

Tpk1/2/3 regulation is implemented by tuning the ratio of free kinase to repressor-bound kinase via the second messenger cAMP [42]. Since Pbs2 is acting at or above the level of Ras2, we hypothesized that in the absence of Pbs2, the ratio of free Tpk1/2/3 to repressed Tpk1/2/3 would be higher, and it would therefore take a higher concentration of inhibitor to inactivate Tpk1/2/3-as in *pbs2*Δ cells compared to otherwise wild-type cells. To test this, we performed a 1NM-PP1 dose response assay and measured the *HSP12pr*-GFP reporter in Tpk1/2/3-as/*pbs2*Δ cells (Fig 6E). Consistent with our hypothesis, Tpk1/2/3-as/*pbs2*Δ cells were desensitized to 1NM-PP1 relative to Tpk1/2/3-as cells (otherwise wild type). Moreover, Tpk1/2/3-as/*hog1*Δ cells phenocopied the Tpk1/2/3-as/*pbs2*Δ cells and were equally desensitized to 1NM-PP1. Taken together, these data indicate that the HOG pathway is a general upstream negative regulator of Tpk1/2/3 (Fig 6F).

## Discussion

The kinase domain evolved a highly plastic structure that enables it to maintain its core catalytic function (transferring a phosphate group from ATP onto a substrate protein) while radiating into a family that includes > 500 members encoded in human cells, each receiving a specific set of inputs and relaying information to a distinct set of substrates [43]. Like wires in electronic devices, kinases transmit information using a common currency–phosphorylation–that enables them form serial and parallel relays. But unlike static wires, kinases form dynamic networks that rearrange their spatial localization and interaction partners in complex patterns that are contingent on the environment. To gain insight into the plasticity of a subset of the cellular “kinome”, we generated transcriptomic data from yeast cells exposed to 10 different environments in the context of mutations in 28 different kinases (21% of total kinases in yeast). We chose this set of kinases to be enriched for those with known or putative functions in stress pathways.

Transcriptional responses to a large number of environmental perturbations have been measured in yeast cells. A major conclusion from these studies is that across nearly all environmental stress conditions, cells display a common gene expression signature known as the environmental stress response (ESR) [2, 37, 38, 44]. The ESR is comprised of two sets of genes that cells coordinately regulate across stresses: one that gets repressed (enriched for ribosomal protein and biogenesis genes), and one that gets induced (enriched for genes involved in alternative carbon and nitrogen metabolism) [2, 44]. Subsequent studies have traced the regulation of the ESR to two major signaling axes: Ras/PKA and TOR. Key regulatory kinases in these pathways (Tpk1/2/3 and Tor1/2, respectively) phosphorylate and directly regulate the activity of transcription factors that control the ESR genes [45, 46]. Consistent with this body of work, we observed both the induced and repressed ESR signatures in our environmental perturbation data (Fig 1C). Moreover, unlike most kinases, we observed that inhibition of Tpk1/2/3-as and the TOR-pathway kinases Sch9-as and Ypk1-as had strong transcriptional signatures in the absence of any environmental perturbation and tended to cluster together regardless of environment (Fig 1D and 1E). This result underscores the centrality of these kinases in the stress signaling network.

With the exceptions of the UPR target genes in tunicamycin in Ire1-as cells, and the pheromone responsive genes in NaCl in Hog1-AS and Pbs2-AS cells, we did not identify dedicated sets of target genes regulated by a particular kinase in a specific condition. This is not unexpected, as these connections would have likely already been made in genetic studies. However, as in the case of heat shock, we identified many kinases whose inhibition altered the gene expression response compared to wild type. But rather than modulating the targets of the specific heat shock transcription factor Hsf1 (Fig 2D), these kinase mutants changed the amplitude of the ESR. This is the rule rather than the exception: across the different conditions, different subsets of kinases modulate the ESR. This suggests that the inputs received by Ras/PKA and TOR are diverse and contingent.

The statistical model we employed to analyze the dataset–linear regression–is based on an assumption that the environmental perturbations and kinases each affect the expression of a given gene independently (Fig 4A). When this model fails to explain an experimental measurement, there is a “residual” amount of gene expression that is unaccounted for. In this case, we can infer that the kinase is involved in regulating the gene in the particular environment. By applying this residual analysis globally, we recapitulated known examples of signaling crosstalk and identified putative novel connections (Fig 4). Based on dysregulated genes, we mapped kinases to putative transcription factors (Fig 5). Identifying interactions in this manner was inspired by high-throughput genetic interaction studies [14, 15, 39, 47, 48]. Like these previous works, there are many putative connections that we have not validated. The dataset can be parsed to find these interactions on the accompanying internet application (https://mace.shinyapps.io/kinase-app/).

Finally, we focused on a global antagonistic relationship–previously proposed–that we observed in the data between Tpk1/2/3 and Pbs2, a canonical member of the high osmolarity glycerol (HOG) MAPK pathway [39]. Across all experiments, we found that Pbs2-as cells had reduced ESR output in both directions (Fig 6B and 6C). Explaining this, we found experimentally that the HOG pathway is a constitutive negative regulator acting upstream of Tpk1/2/3. While we did not reveal the precise molecular mechanism, we traced it to operating at or upstream of Ras-GTP (Fig 6F). These results reveal a new organization to the global stress response signaling network and elaborate the pathway at the center of the ESR.

## Materials and methods

### Yeast strain construction

The 28 kinases genes, including ≥800 bp of promoter/5’UTR sequence were cloned from yeast genomic DNA into single integration vectors and sequence verified. Kinases were rendered analog sensitive (AS) by site-directed mutagenesis by introducing “gatekeeper” mutations as previously described [16, 49]. Yeast strains deleted for the nonessential kinases were transformed with the corresponding AS kinase mutant vector and genomic integration was verified by PCR. Essential kinases were replaced by by first being transformed with an episomal plasmid harboring a *URA3*-marked second copy of the essential kinase, then the genomic copy was deleted, then the AS allele was transformed and verified, and finally the episomal plasmid was counter-selected by 5-FOA resistance. *HSP12pr*-GFP was built by amplifying 800 bp upstream of the *HSP12* ORF from genomic DNA and cloned upstream of the GFP. All strains are in the W303 genetic background. Gene deletions were performed by one-step PCR as described [50]. Site-directed mutagenesis was performed with QuickChange according to the manufacturer’s direction (Agilent). Strains used in this work are described in S6 Table.

### Inhibitor cocktail

AS kinase mutants and wild type controls were treated with a cocktail of cell-permeable ATP analogs consisting of 2 μM 1NM-PP1, 2 μM 3MB-PP1 and 2 μM BEZ235 to enable inhibition of kinases with diverse structural features near the ATP binding pocket.

### Cell culture and treatment

Cells were inoculated from single colonies into liquid media (YPD or SDC) and grown for at least 20 hours phase at 30°C arriving in exponential phase at OD600 ≈ 0.5 at the start of the experiment. Cell growth and treatment were done in deep well 96 well plates. YPD consists of 10 g/L yeast extract, 20 g/L Bactopeptone (Becton Dickinson) and 0.2 g/L dextrose (Sigma-Aldrich). Complete synthetic media (SDC) consists of 6.7 g/L nitrogen base without amino acids, 2 g/L dextrose (Sigma-Aldrich) and 0.79 g/L complete supplement mixture (MP Biomedicals). Cells were then treated with inhibitor cocktail for 5 min, followed by the given environmental perturbation for 20 min. Heat shock was performed by mixing 1 ml of cells at 30°C with 1 ml of media pre-heated to 50°C followed by incubation at 39°C. Glucose depletion was performed by two consecutive whole-plate centrifugation steps (4000g for 3 minutes), decanting off media and replacing with osmo-balanced, glucose-free media (YPSorbitol). All other treatments were applied as 10x stocks made in YPD. Following treatment, cells were then spun (4000g for 3 minutes) in the deep well plates, media decanted and plates were snap frozen in liquid nitrogen. Samples were kept in storage at -80°C.

### Total RNA extraction

Frozen cell pellets were thawed on ice, resuspended in 1 ml water, transferred to fresh 1.5 ml tubes and harvested by spinning as above. Washed cell pellets were resuspended in 200 μl AE (50 mM NaOAc, pH 5.2, 10 mM EDTA) and vortexed. 20 μl of 10% SDS was added, followed by 250 μl acid phenol, and samples were incubated at 65°C with shaking for 10 minutes. After an additional 5 minutes on ice, samples were spun at 15,000 rpm for 5 minutes at 4°C. Supernatants were transferred to pre-spun heavy phase lock tubes (5 Prime) and 250 μl chloroform was added. Tubes were spun at full speed for 5 minutes at 15,000 rpm and aqueous layers (above the wax) were transferred to fresh 1.5 ml tubes. 30 μl of 3M NaOAc, pH 5.2 was added followed by 750 μL ice cold 100% ethanol. RNA was precipitated at -80°C for 30 minutes and samples were spun at 15,000 rpm for 30 minutes at 4°C. Pellets were washed with 1 ml 70% ethanol, spun at 15,000 rpm for 10 minutes at 4°C. The supernatant was removed and pellets were air dried. Pellets were resuspended in 30 μl DEPC water and the RNA concentrations of the resulting solutions measured by Nano Drop.

### Library preparation and deep sequencing

Sequencing libraries were prepared and sequenced on an Illumina HighSeq 2500 with single end sequencing at 40 base reads. Total RNA samples were submitted to the Whitehead Institute Genome Technology Core where polyA + RNA was purified, fragmented and sequencing libraries barcoded to enable multiplexing in an Illumina Hi-Seq 2500. Reads were assigned by the barcode to the appropriate sample.

### Read alignment and normalization

Genomic alignment was performed using STAR [17], using the UCSC *S*. *cerevis*iae annotation file. Log counts were calculated using the variance stabilizing transform from DESeq2 [18]. See Computational Pipeline section for more information.

### Differential Gene expression analysis

Differential gene expression calling for each stress-environment were defined using DESeq2 and using an adjusted p-value cutoff of 0.05 using wild type cells with YPD as the baseline condition [18].

### Go enrichment

GO term enrichment was assessed using the Yeastmine API [51].

### Motif enrichment and TF association

Gene’s promotor regions were defined as 500bp upstream of the canonical start sequence of the gene. Motif enrichment analysis was conducted with MEME [33], and TF motifs were defined using all the motifs in the JASPAR 2016 Yeast database [34].

### Flow cytometry

Flow cytometry was performed on a BD Fortessa with a high throughput sampler. For each sample, 10000 cells were collected and GFP fluorescence was quantified. The median of the distribution of the GFP signal was determined for three biological replicates, the average and standard deviation of the replicates are presented.

## Supporting information

S1 Table Gene ontology terms for clusters. GO terms and associated p-values for each of the 10 clusters in Fig 1C.
(CSV)

S2 Table Differentially expressed genes in each condition. The set of differentially expressed genes, their relative expression levels and significance values in WT type cells in each condition compared to YPD.
(ZIP)

S3 Table Genes putatively regulated by specific kinases in specific conditions. Genes with residuals that are more than 2.5 standard deviations from the mean in each condition assigned to putative regulatory kinases.
(ZIP)

S4 Table Gene ontology analysis of genes putatively regulated by specific kinases in specific conditions. GO slim terms and associated p-values of sets of genes with residuals that are more than 2.5 standard deviations from the mean in each kinase inhibition/condition dataset.
(CSV)

S5 Table Transcription factors linked to kinases in specific conditions. Transcription factors and associated significance values with motifs enriched among the genes with residuals that are more than 2.5 standard deviations from the mean in each condition and kinase inhibition set.
(CSV)

S6 Table Yeast strains used in this study. Strain IDs and genotypes.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

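The data are RNA-seq libraries of wild type yeast and of 28 AS kinase strains in 10 environments, 300 with the inhibitor cocktail and 91 with no inhibitor. The cocktail libraries are 39 from wild type and 261 from AS kinase strains. The libraries with no inhibitor are 4 from wild type in each environment and 51 from AS kinase strains, 27 in YPD and 24 in SDC.

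The authors aligned single-end reads of 40 bases with STAR to the sacCer3 genome and deposited a count of reads per gene for each library, in the column of 1 strand. Each count file holds 6692 genes and 4 lines that name no gene, which were left out. The authors also deposited a matrix of log2 values, made from 295 of the cocktail libraries with DESeq2's variance-stabilizing transformation. They deposited the percent of reads aligned for those libraries. The deposited sample table also gives, for the same 295 libraries, gene names, library or well numbers, reads sequenced, lanes and flow cells as the authors recorded them. The versions of the authors' tools are not given. Reads sequenced ranged from 2637182 to 23239930 per library, with a median of 8442486. Reads in lines that name no gene took 20.3% to 97.5% of a library, with a median of 27.3%.

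The deposited log2 matrix lacks wild type replicate 4 in AZC, heat shock, tunicamycin and NaCl and wild type replicate 1 in rapamycin. The transformation was therefore recomputed over all 300 cocktail libraries with DESeq2 1.42.0. On shared libraries it differed from the deposited values by a median of 0.000184 and at most 0.0116. The deposited values served as an alternative, added after the files were seen.

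Wild type in each environment was compared with wild type in YPD, and wild type with the cocktail was compared with wild type without it, by edgeR 4.0.16. The fit used TMM scaling, the filterByExpr filter, quasi-likelihood F tests and a Benjamini-Hochberg adjusted p under 0.05. AS kinase strains with a comparison of their own (Tpk1/2/3-as, Pbs2-as, Sch9-as, Ypk1-as, Hog1-as, Cdc15-as and Ire1-as) were compared with wild type over their environments in the same way, with the environment as a covariate. Log2 changes are those of the edgeR fit at its default settings, and log2 CPM values use a prior count of 2. A gene list was counted with p-values adjusted over all tested genes and with p-values adjusted over the list alone. Limma 3.58.1, R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used.

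A single AS kinase library has no replicate. Its difference from the wild type mean was set beside the differences of each wild type replicate from the mean of the other replicates. The median over a gene list was also placed among 10000 random lists with members drawn from the same 20 bins of expression. A list member needed a mean of 1 CPM.

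The slope of a strain in an environment is the least-squares slope, across the genes changed in wild type, of its difference from wild type on the wild type change from YPD. A strain was called attenuated or enhanced when its slope lay below or above the slopes of all wild type replicates. The slope of a strain uses the mean of all wild type replicates, and that of a replicate uses the mean of the others. Library numbers run from 1 to 32 and equal the well numbers in the 295 libraries of the sample table. The wells of a strain are its place in each run of 8 numbers. The reference of the same wells is wild type replicates 1 to 3 for places 1 to 3 and replicate 4 for places 4 to 8. This comparison was planned from the paper's figures before the data were examined, as were the main tests, the gene lists and the rule for named genes.

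The additive model gives each gene a term per environment and a term per strain, fitted by least squares to the log2 values. A residual beyond 2.5 times the residual SD of the gene was counted as large. Promoters of 500 bp were scanned for the consensus of 11 factors or pairs in each set of at least 20 such genes, with Fisher's exact test. This scan stands in for the motif discovery of the paper.

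The 21 gene lists were written from general knowledge of yeast: ribosome biogenesis, cytosolic ribosomal proteins, general stress-induced genes, Hsf1 targets, unfolded protein response targets, pheromone response, proteasome, amino acid biosynthesis, osmotic stress and glycerol, oxidative stress defence, nitrogen catabolite repression, glucose-repressed genes, oxidative phosphorylation, mitochondrial ribosome, ergosterol biosynthesis, phosphate regulon, cell wall, Ace2 daughter-cell genes, G2/M genes, G1/S genes, and alpha-cell and diploid-absent markers.

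Genes named in the text follow a rule. They are the genes the paper names and the mRNA of each kinase in its own strain. In wild type they are the 10 largest rises and falls per environment among genes past the test, with at least 10 CPM in 1 group and no overlap between groups, and the 2 largest rises and falls of each list that fits the environment. In a strain over its environments they are the 10 largest rises and falls and the list members chosen in the same way. In a single AS kinase library they are the 3 list members with the largest difference in each direction, and the 5 highest and 5 lowest genes with at least 10 CPM.

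Counts per library ranged from 1927398 to 17745711 with the cocktail and from 250076 to 9374754 without it. The test was tested on simulated data with 67 changed genes per fold. In pairs of wild type groups it recovered 92.5% at 1.5-fold and 100% at 2-fold, and in a strain over environments 59.7% at 1.5-fold, 94.0% at 2-fold.

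Alternatives were DESeq2's test, DESeq2's size factors in edgeR, no filter, all wild type libraries in 1 fit, replicate number as a block, each replicate or environment left out, a slope threshold of 0.1, genes changed at least 2-fold, DESeq2's calls, log2 CPM, wild type replicates split between reference and response, the reference of the same wells, model terms from wild type and YPD alone, a pooled residual SD and promoters of 1000 bp. Fits without heat shock, NaCl and tunicamycin, with or without SDC, and the squared correlation of predicted and measured levels were added after the files were seen. The deposited normalized counts were not used. Lists of genes in the paper's clusters and its motif databases were not analysed here.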

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

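The test of heat shock slopes against library numbers, the test of heat shock slopes against depth and the depth, scaling and plate tests of ribosome biogenesis genes were set before their results were seen. The test on heat shock strains of wells 4 to 8 as a set, those on NaCl and on Ire1-as, the test of single plates and the comparisons of strains with and without the cocktail were chosen after.

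Tpk1/2/3-as and Pbs2-as differ in the direction of 3 gene lists over the 8 environments both have. General stress-induced genes averaged 1.95 in Tpk1/2/3-as and -0.45 in Pbs2-as, a difference of 2.40 (SD 0.509, exact sign-flip permutation test p = 0.0078). Ribosome biogenesis genes averaged -1.05 and 1.63, a difference of -2.67 (SD 0.344, exact test p = 0.0078). Cytosolic ribosomal protein genes averaged -0.83 and 0.63, a difference of -1.47 (SD 0.867, exact test p = 0.0078). The sign was the same in 8 of 8 environments for each list, and 0.0078 is the smallest p that 8 environments can give.

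In wild type 3 list medians, in 2 libraries, lay far from those of the other 3 replicates of their group. Ribosome biogenesis genes in NaCl replicate 4 had a median of 7.06, against 5.39 to 5.55, a gap of 0.908 of the range. Cytosolic ribosomal protein genes in the same library had a median of 11.0, against 9.40 to 9.62, a gap of 0.866 of the range. General stress-induced genes in AZC replicate 2 had a median of 10.1, against 10.3 to 10.4, a gap of 0.848 of the range. Chance marks about 1 in 20 groups in this way, and 36 groups were tested.

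The cocktail changed many genes in wild type, in libraries with no inhibitor that the paper does not report on. The counts against no inhibitor were 3378 in YPD, 4326 in SDC, 4152 in heat shock, 3570 in NaCl, 1937 in glucose depletion, 3853 in tunicamycin, 3741 in menadione, 4387 in AZC, 4527 in rapamycin and 4681 in fluconazole. In glucose depletion the count was 1129 without replicate 1. In each environment 1 of 35 splits of the libraries, the real one, gave as many genes, and the highest of the others gave 0. Mixed splits hold the real difference within their groups, so few calls were likely in advance, and this test cannot exclude chance. The splits also do not separate the cocktail from the plates.

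Some AS kinase strains also differed from wild type in YPD with no inhibitor, in libraries the paper does not report on. Genes at least 2-fold from the wild type mean numbered 586 in Ypk1-as, 226 in Sch9-as, 166 in Hog1-as, 166 in Pbs2-as and 138 in Tpk1/2/3-as, and at most 28 in a wild type replicate. The other strains compared ran from 1 in Ygk3-as to 68 in Tor2-as, most of them at 28 or fewer.

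Low heat shock slopes go with the wells of the libraries. Wild type replicate 4, in the wells of the low strains, had a slope of -0.57, within the range of strains of wells 4 to 8, so the wells may account for the mean of those strains. For single strains the wells cannot be told apart from the kinases, since 1 wild type library, replicate 4, stands for wells 4 to 8 and its spread is not known. Against the replicates of the same wells 10 strains still lie below the range of -0.18 to 0.11 that replicates 1 to 3 give, among them the 9 strains below all replicates, from -0.61 in Cdc15-as to -0.24 in Ire1-as. These slopes go against the wells as the whole source, but 1 library does not exclude it. Depth also stays open, since slopes rose with the library total over 28 strains (Spearman's rho 0.487, permutation p = 0.0092, adjusted p = 0.028; Pearson's r 0.503, permutation p = 0.0064, 0.447 without the 2 farthest strains), and rho was 0.484 in wells 4 to 8 (n = 19) and 0.183 in wells 1 to 3 (n = 9). In NaCl the HOG pathway strains were low among strains of their wells. Of 680 sets of 3 strains from wells 4 to 8, a share of 0.0103 had a mean slope as low as -0.59. In tunicamycin Ire1-as was 0.363 below the next strain of those wells (difference -0.363), a share of 0.0526, the smallest that 19 strains allow. These values go against a shift common to wells 4 to 8 as the whole source. Both tests were chosen after the slopes were seen, and 1 wild type library stands for those wells, so the wells are not excluded. Slopes in SDC split in the same way, with means of -0.46 in wells 4 to 8 (n = 12) and 0.04 in wells 1 to 3 (n = 7, permutation test p = 4.0e-05, adjusted p = 0.00024), and no wild type library with the cocktail exists there in wells 4 to 8, so wells and kinases were not separated in SDC.

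Ribosome biogenesis genes fell with the cocktail in wild type in YPD, 160 of 160, with a median of -1.05. Depth is argued against by the 65 of these genes with at least 100 CPM, which had a median of -1.10. Scaling cannot be told apart from a fall in absolute amount, since TMM scaling centres the fit, with a median of -0.00024 over all 5596 tested genes, and the fall is relative to other genes. A single plate is argued against for the fall over environments, since the median lay below -0.5 in 10 of 10, from -4.18 in rapamycin to -1.05 in YPD, and 1 plate label held at most 8 environments. A difference shared by the 10 plate labels with the cocktail against the 3 without cannot be told apart from the cocktail, since 0 labels are shared. Action of the inhibitors on kinases of wild type stays open as a biological explanation and was not tested.

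Some differences of strains from wild type in YPD may need no inhibitor, and others did not appear without it. Values here are log2 CPM, not the variance-stabilized values of the text. Across 5037 genes, differences with and without the cocktail correlated at r = 0.75 in Ypk1-as, 0.742 in Sch9-as, 0.724 in Hog1-as and 0.629 in Pbs2-as, where wild type replicates gave -0.187 to 0.235. In Tpk1/2/3-as the correlation was 0.179, inside the wild type range, which argues against such differences as the source of its large changes with the cocktail. For list medians the strains differ. In Sch9-as stress genes were at -0.62 without the cocktail and -0.80 with it, and ribosome biogenesis genes at 0.467 and 0.80, which is in line with differences that need no inhibitor. In Pbs2-as stress genes were at 0.188 without and -0.45 with it, and ribosome biogenesis genes at 0.0087 and 0.87, where wild type replicates without it spanned -0.196 to 0.213 and -0.081 to 0.097. In Tpk1/2/3-as the values without and with it were -0.432 and 1.78 for stress genes and 0.0914 and -1.56 for ribosome biogenesis, and in Ypk1-as -0.309 and 0.57 for stress genes. Inside the wild type range or of opposite sign, these argue against differences that need no inhibitor as the source of the shifts with the cocktail. Ribosome biogenesis genes in Ypk1-as, at 0.40 without and 0.30 with it, are in line with such differences. Hog1-as is undecided, with stress genes at 0.313 and 0.67 and ribosome biogenesis genes at -0.215 and -0.435. These lay outside the wild type range without the cocktail, of the same sign and smaller than with it. Cdc15-as has no YPD library with the cocktail. With no inhibitor its stress genes were at -0.83 and its ribosome biogenesis genes at 0.415, both outside the wild type range. HSP12 in Tpk1/2/3-as was 7.46 above wild type with the cocktail and 0.24 above it without, and in Pbs2-as it was at -3.34 with the cocktail and -1.85 without. Reduced activity of the AS alleles and other strain variants stay open and were not tested, and genes are not independent replicates.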

How the results depend on the processing

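The deposited values, the reference of the same wells for lists over environments, the fits and list counts without heat shock, NaCl and tunicamycin, with or without SDC, and the squared correlation were chosen after the data were seen.

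Of 700 repeats over 93 summary results, 634 kept their direction and their side of the threshold or size, 0 were counted as reversed, 8 lost the threshold, 3 gained it and 55 moved. That 0 does not mean that no value changed sign. With the reference of the same wells the Tpk1/2/3-as slope in NaCl went from -0.04 to 0.24. Ribosome biogenesis in Ire1-as in tunicamycin also changed sign. For 62 results this held in every repeat that was run. Among named genes, 2759 of 2853 comparisons in wild type and 2991 of 3139 in strains kept direction and threshold. In wild type 85 comparisons lost the threshold, in 31 genes, and 9 gained it. In strains 115 lost it, in 23 genes, and 33 gained it. The cause of a change was not tested unless stated.

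Genes changed in wild type in tunicamycin numbered 1773 with all wild type libraries in 1 fit, and 275 to 2696 without 1 replicate, lowest without replicate 3 and highest without replicate 4. Genes changed by the cocktail in glucose depletion numbered 1129 to 1978 without 1 replicate, lowest without replicate 1. Genes changed in Ire1-as numbered 16 to 406 without 1 wild type replicate, 34 to 45 without NaCl, glucose depletion or heat shock, and 402 without heat shock, NaCl and tunicamycin. Those changed in Cdc15-as numbered 1825 without these 3 environments, a fit with fewer libraries. Without SDC as well, ribosome biogenesis genes that rose in Hog1-as numbered 6, against 81.

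Attenuated and enhanced strains depended on the range taken for wild type. With a threshold of 0.1 they numbered 18 and 7 in heat shock, 16 attenuated in NaCl, 17 and 6 in tunicamycin and 3 attenuated in menadione. With the deposited values they numbered 18 and 1 in heat shock, 18 attenuated in NaCl and 20 and 2 in tunicamycin. Those values lack wild type replicate 4 in these environments, which narrows the range. With the reference of the same wells, 6 were enhanced in heat shock, 10 attenuated and 14 enhanced in NaCl, 4 enhanced in tunicamycin and 2 attenuated in menadione. The range there is that of replicates 1 to 3, in NaCl only -0.013 to 0.010, outside which all 24 strains lie. With wild type split, 2 were enhanced in NaCl, and 3 attenuated and 0 enhanced in tunicamycin. In tunicamycin DESeq2's calls gave 3 and 3, and genes changed at least 2-fold gave 2 enhanced.

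With the reference of the same wells, list medians in tunicamycin became -0.11 for ribosome biogenesis in Ire1-as, 0.87 in Cdc15-as, 0.18 for amino acid biosynthesis in Ire1-as and -0.025 in Cdc15-as. Hsf1 targets became -0.40 in Snf1-as in heat shock. In NaCl ribosome biogenesis became 1.92 in Pbs2-as, 0.49 in Hog1-as, 0.73 in Ste11-as and 1.49 in Cdc15-as, osmotic genes -1.63 and pheromone genes 1.08 in Pbs2-as. Stress genes of Tpk1/2/3-as in YPD became 1.75, and 1.78 with log2 CPM, and were 1.67 to 1.73 without 1 wild type replicate, highest without replicate 3.

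Over environments, with the reference of the same wells, stress genes in Pbs2-as became -0.45 (exact test p = 0.055), ribosomal proteins -1.16 in Tpk1/2/3-as (exact test p = 0.0078) and 0.35 in Pbs2-as (exact test p = 0.11). Without heat shock, NaCl and tunicamycin, stress genes became 2.12 in Tpk1/2/3-as and -0.42 in Pbs2-as, ribosome biogenesis -1.33 in Tpk1/2/3-as and ribosomal proteins 0.49 in Pbs2-as (exact test p = 0.0625, 0.094, 0.0625 and 0.0625). SDC slopes also go with the wells, and without SDC as well, stress genes in Pbs2-as became -0.36, ribosomal proteins 0.37 and ribosome biogenesis 1.69 (exact test p = 0.19, 0.125 and 0.031), and 3802 genes changed in Pbs2-as and 1850 in Hog1-as. Fewer environments raise the smallest p that the test can give. Ribosomal proteins in Tpk1/2/3-as were -0.90 to -0.73 without 1 wild type replicate, past the threshold without replicate 1 or 2.

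The mean R2 became 0.296 with terms from wild type and YPD alone, and 0.479 as a squared correlation over the same libraries, the share of residuals beyond 2.5 SD became 3.01% with a pooled SD, and motif tests that passed numbered 117 with 1000 bp. Of simulated 1.5-fold changes, 59.7% were recovered in a strain over environments, with 1 library of the strain in each, and 92.5% between groups of 4 wild type libraries.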

Differences from the paper's values

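Strains with an attenuated heat shock response number 14 in the paper and 9 here. The paper states no numeric threshold for a slope, and here a strain had to lie below all wild type replicates. Among alternatives set before the data were examined, a slope threshold of 0.1 gave 18 and the reference of the same wells gave 10, both within 1.5 times the paper's value. Log2 CPM, genes changed at least 2-fold, DESeq2's calls and wild type split each gave 9, which is not. The deposited values gave 18, an alternative chosen after seeing the values. The paper's 14 strains are the 14 lowest slopes here. Slopes from -0.53 to -0.43 in Yak1-as, Pkc1-as, Sch9-as, Pbs2-as and Pho85-as lay above that of wild type replicate 4, at -0.57. The slope of replicate 4 is against the other replicates, and that of a strain is against the mean of all replicates. Set against replicate 4 itself, Yak1-as was at -0.10 and Pho85-as at -0.004, not above it. The count of 9 thus rests in part on this difference of reference.

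The paper names Cdc5-as, Kin1-as and Ksp1-as as strains with an enhanced tunicamycin response. Here their slopes were 0.16, 0.17 and 0.14, positive and within the wild type range of -0.23 to 0.18. All 3 lay above the range with DESeq2's calls. Kin1-as also did with the reference of the same wells, with genes changed at least 2-fold, with log2 CPM and with the deposited values, and Cdc5-as with the deposited values, which were chosen after seeing the data.

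The paper shows Ctk1-as with a flat tunicamycin response, and here its slope was -0.26, below the wild type range. With DESeq2's calls, with wild type split and with the reference of the same wells it was not below the range. Cdc7-as and Fus3-as, also flat in the paper, lay inside the range. Cdc7-as lay below it with the reference of the same wells, and both did with the deposited values.

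The paper gives Tpk1/2/3-as a positive slope in NaCl. Here the slope was -0.04, and 0.24 with the reference of the same wells. Slopes of Pbs2-as, Hog1-as, Ste11-as and Cdc15-as were negative and that of Cdc7-as positive, as in the paper.

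The paper reports significantly altered Hsf1 targets in heat shock, by ANOVA, in Cdc15-as and Snf1-as only. Here these strains had medians of -0.45 and -0.66, and 9 further strains lay below the wild type range, 7 of them among the paper's 14 attenuated strains, with Ste11-as at -0.47 and Pbs2-as at -0.46. The list used here is not the paper's.

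The paper links Hac1 sites to Ire1 in tunicamycin. Here the Hac1 consensus lay in 2.65% of promoters of genes below -2.5 SD in Ire1-as and in 2.33% of others (Fisher's exact test, adjusted p = 1.0). Msn2/4 sites in Cdc15-as were enriched, as in the paper, in 46.6% against 33.2%. A consensus scan was used here in place of the paper's motif discovery.

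The paper states that the sequencing included no experiments without the cocktail. The deposited data hold 91 libraries with no inhibitor, 40 from wild type and 51 from AS kinase strains.

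The paper takes the environment terms of its additive model from wild type and the strain terms from YPD, and gives a mean R2 of 0.74, that of the correlation of the summed terms with the measured change. Here terms fitted over all libraries gave 0.729, and log2 CPM and genes with at least 10 CPM gave 0.729 and 0.740, all within 1.5 times the paper's value. Terms from wild type and YPD alone, also set before the data were examined, gave 0.296 as variance explained, which is not and is another measure than the paper's. The squared correlation with those terms, the paper's measure, was run after seeing the values and was 0.543 over 292 libraries, within 1.5 times the paper's value, and 0.479 over 226, which is not. The 292 include the wild type and YPD libraries that supply the terms, and a strain's YPD library is predicted exactly. The value of 0.543 is therefore in part fixed in advance.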

Other observations

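The draws and splits of libraries below were chosen after the counts of changed genes were seen, and no explanation was tested for the other values.

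Cdc15-as lowered the genes that separate daughter cells from mothers, over its 8 environments. Of 12 Ace2 daughter-cell genes, 11 fell and 1 rose (11 and 1 adjusted over the list alone), with a median of -1.58. DSE1, a daughter-cell wall protein gene on chromosome V from 407342 to 409063, fell by 2.62 (standard error 0.26, adjusted p = 1.4e-09), DSE2, a glucanase, fell by 2.19 and CTS1, chitinase, fell by 1.93 (adjusted p = 2.4e-13). G1/S genes rose in 18 of 22 cases and fell in 0 (18 and 1).

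The 10 largest rises in Hog1-as include the cell wall mannoprotein genes TIR4, TIR3 and TIR1, by 4.37, 4.21 and 3.90 (standard errors 0.27, 0.27 and 0.21). Of 47 cell wall genes 9 rose and 16 fell in that strain (9 and 19 adjusted over the list alone). Ergosterol genes rose in 20 of 27 cases and fell in 0, with a median of 0.42, and 34 of 38 oxidative phosphorylation genes fell. Phosphate regulon genes fell in 13 cases and rose in 0. Mitochondrial ribosome genes fell in 38 of 43 cases in Pbs2-as and rose in 41 in Sch9-as.

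Lists in wild type moved in environments the text above does not cover. Glucose-repressed genes rose in 39 of 42 cases in glucose depletion and fell in 1. G2/M genes fell in 16 of 19 cases in menadione and rose in 0. G1/S genes fell in 17 of 22 cases in heat shock and rose in 2. Alpha-cell and diploid-absent markers, 4 tested, rose and fell in 4 and 0 cases in menadione, 3 and 1 in SDC and in rapamycin, 3 and 0 in fluconazole, 2 and 0 in heat shock, tunicamycin and AZC, 2 and 1 in NaCl, and 1 and 1 in glucose depletion. Over environments they rose and fell in 1 and 2 cases in Pbs2-as, 2 and 0 in Ypk1-as, 0 and 2 in Tpk1/2/3-as, 0 and 1 in Sch9-as, Hog1-as and Cdc15-as, and 0 and 0 in Ire1-as.

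The real groups gave more changed genes than every other split or draw, which does not exclude chance. Mixed splits hold the real difference within their groups, and draws can include libraries of the strain, so lower counts were likely in advance. For each of 9 environments 1 of 35 splits, the real one, gave as many genes, and the highest of the other splits gave 0. For each of 7 strains 1 of 60 draws, the real one, gave as many. The real counts and the highest of the other draws were 4069 and 2038 in Tpk1/2/3-as, 4258 and 11 in Pbs2-as, 2436 and 213 in Sch9-as, 3362 and 1185 in Ypk1-as, 1920 and 479 in Hog1-as, 2791 and 1089 in Cdc15-as, and 90 and 19 in Ire1-as.

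Wild type replicate 1 in rapamycin held 485 genes with residuals beyond 2.5 SD. Genes changed in wild type in rapamycin numbered 4503 without replicate 1. HIS3 stayed at or under 1.05 CPM in every library of the 27 strains that carry the marker on the AS allele, and at 15.2 CPM or more in every library of wild type and of Tpk1/2/3-as.

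In menadione 17 strains had slopes above the wild type range, highest in Sch9-as at 0.64, Ypk1-as at 0.51 and Tpk1/2/3-as at 0.45, and Hog1-as lay below it at -0.27. Strains at library numbers 17 to 32 averaged 0.27 and those at 1 to 16 averaged 0.12 (permutation test p = 0.067).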
